# Control of T_reg_ cell homeostasis and immune equilibrium by Lkb1 in dendritic cells

**DOI:** 10.1038/s41467-018-07545-8

**Published:** 2018-12-13

**Authors:** Song Chen, Lijun Fang, Wei Guo, Yushan Zhou, Gang Yu, Wenwen Li, Kui Dong, Jingru Liu, Yuechen Luo, Bing Wang, Zhonglong Li, Chunxiao Zhao, Zhina Sun, Yue Shen, Qibing Leng, Dongming Zhou, Zhongchao Han, Huifang Huang, He Ren, Guogang Xu, Xiaoming Feng

## Abstract

To balance immunity and tolerance, the endogenous pool of Foxp3^+^ regulatory T (T_reg_) cells is tightly controlled, but the underlying mechanisms of this control remain poorly understood. Here we show that the number of T_reg_ cells is negatively regulated by the kinase Lkb1 in dendritic cells (DCs). Conditional knockout of the *Lkb1* gene in DCs leads to excessive T_reg_ cell expansion in multiple organs and dampens antigen-specific T cell immunity. Lkb1-deficient DCs are capable of enhancing, compared with wild-type DCs, T_reg_ cell proliferation via cell-cell contact involving the IKK/IKBα-independent activation of the NF-κB/OX40L pathway. Intriguingly, treating wild-type mice with lipopolysaccharide selectively depletes Lkb1 protein in DCs, resulting in T_reg_ cell expansion and suppressed inflammatory injury upon subsequent challenge. Loss of Lkb1 does not obviously upregulate proinflammatory molecules expression on DCs. We thus identify Lkb1 as a regulatory switch in DCs for controlling T_reg_ cell homeostasis, immune response and tolerance.

## Abstract (web summary)

Regulatory T (Treg) cells are important for maintaining immune homeostasis by suppressing immune cell activation, but how the Treg cell pool is maintained is still unclear. Here the authors show that a kinase, Lkb1, operates in dendritic cells (DC) to inhibit Treg cell expansion and immunosuppression via mechanisms involving NF-kB/OX40L signalling.

## Introduction

Foxp3^+^ T_reg_ cells, either derived from the thymus (natural T_reg_ cells, nT_reg_ cells) or induced from conventional T (T_con_) cells in the periphery (induced T_reg_ cells, iT_reg_ cells), play pivotal roles in suppressing immune responses^1,2^. Under steady-state conditions, the number of T_reg_ cells in each organ is maintained at a constant threshold level to ensure self-tolerance while allowing the efficient initiation of defensive responses^2^. During a variety of inflammatory processes, T_reg_ cells usually increase in number through proliferation or de novo generation, and this increase might serve as critical negative feedback to restrain inflammatory injuries^1,3,4^. However, despite the earlier recognition of IL-2 produced by effector T cells as a basic factor in the maintenance of the T_reg_ cell pool^1,2^, our knowledge of how the number of T_reg_ cells is specifically regulated in a wide range of tissues and under various immune conditions is still very limited.

Originally known as sentinels of the immune system required for initiating defensive responses, DCs critically maintain immune homeostasis not only through suppressing the activation or inducing the unresponsiveness/apoptosis of self-reactive T cells but also by promoting the generation, maintenance and/or expansion of T_reg_ cells^5–7^. It is widely accepted that DCs can induce the de novo generation of iT_reg_ cells via mechanisms dependent on antigen presentation to induce a distinct T cell receptor (TCR) signal^8^, costimulation via B7-CTLA4^9^ or BTLA-HVEM^10^ ligation, and TGF-β^11^ and retinoic acid^12–14^ production. Nevertheless, how DCs maintain or expand the existing pool of T_reg_ cells to balance immunity and tolerance in vivo is unclear.

Liver kinase B1 (Lkb1) is a serine-threonine kinase that was first identified as a tumour suppressor whose mutation is responsible for Peutz Jeghers syndrome^15,16^. Previous studies have highlighted a prominent role played by Lkb1 in the immune system; Lkb1 has been identified as a critical regulator of T cell development, activation, and metabolism^17^. Our recent work indicates that Lkb1 epigenetically stabilizes Foxp3 expression and promotes suppressive functions in T_reg_ cells^18^. Lkb1 also inhibits the activation and inflammatory functions of innate macrophages^19^. However, the specific role played by Lkb1 in DCs, which are central to immune regulation, has not yet been studied.

In this study, using mice with the *Lkb1* gene conditionally deleted in DCs, we find that the expression of Lkb1 is a feedforward factor in DCs rather than other immune cell types, required for restraining the steady-state T_reg_ cell numbers in multiple organs, thereby allowing the efficient initiation of antigen-specific immune responses. We further evaluate whether ectopic Lkb1 downregulation in DCs contributes to increases in the T_reg_ cell population during inflammatory processes. Indeed, we find that after challenging wild-type (WT) mice with *Escherichia coli* (*E. coli*)-derived lipopolysaccharide (LPS), Lkb1 protein is selectively depleted in DCs in a negative-feedback manner, resulting in the expansion of T_reg_ cells that is necessary for protecting the host from inflammatory injury responses induced by lethal re-challenge doses. Mechanistically, the loss of Lkb1 activates a regulatory transcriptional programme in DCs, including the upregulation of *Ox40l* gene expression, to stimulate T_reg_ cell proliferation. Thus, we provide data indicating that the homeostasis of T_reg_ cells and the strength of immunosuppression are dynamically controlled by an Lkb1 regulatory switch in DCs, in a feedback manner, to ensure immune equivalence.

## Results

### Lkb1 deletion in DCs leads to T_reg_ pool enlargement

To investigate the role of Lkb1 in DCs, we generated a line of mice with *Lkb1* conditionally deleted in DCs by crossing *Cd11c*^Cre^ mice with *Lkb1*^f/f^ mice. We analysed the phenotype of DCs in the spleen and lymph nodes (LNs). No significant differences in the population size or cell surface expression of activation markers, including major histocompatibility complex (MHC) class II molecules and co-stimulatory molecules CD80 and CD86, were observed between DCs from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice (Supplementary Fig. 1a-c), indicating that Lkb1 has little effect on DC maintenance and activation.

Since the major functions of DCs are to preserve steady-state T cell homeostasis and induce foreign antigen-specific T cell responses^20^, we sought to determine the phenotypical and functional alterations in T cells from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice. *Cd11c*^Cre^*Lkb1*^f/f^ mice had higher percentages of CD4^+^Foxp3^-^ and CD8^+^Foxp3^-^ T cells that exhibited a CD44^hi^CD62L^lo^ effector/memory phenotype (Supplementary Fig. 2a). However, despite a slight elevation in IL-2 and IL-17 production, the IL-4 and IFN-γ levels were not significantly increased in CD4^+^Foxp3^-^ or CD8^+^Foxp3^-^ T cells from *Cd11c*^Cre^*Lkb1*^f/f^ mice (Supplementary Fig. 2b), indicating that excessive effector T cell differentiation was not present in *Cd11c*^Cre^*Lkb1*^f/f^ mice. Indeed, the *Cd11c*^Cre^*Lkb1*^f/f^ mice exhibited a normal body weight (Supplementary Fig. 2c) and did not display any signs of autoimmunity (Supplementary Fig. 2d). These results indicate that *Cd11c*^Cre^*Lkb1*^f/f^ mice are devoid of autoimmune diseases, even in the presence of a slightly activated T cell phenotype. Surprisingly, there were no significant differences in the proliferation of CFSE-labelled CD4^+^ and CD8^+^ T cells sorted from OT-II and OT-I transgenic mice after being co-cultured with *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ DCs loaded with the respective antigenic peptide in vitro (Supplementary Fig. 2e), suggesting that Lkb1 does not affect the DC function of priming antigen-specific T cell responses.

Strikingly, the percentage and absolute number of Foxp3^+^ T_reg_ cells were greatly increased in the spleen and LNs from *Cd11c*^Cre^*Lkb1*^f/f^ mice compared with those from *Lkb1*^f/f^ mice, as was the expression of Ki67, an indicator of cell proliferation (Fig. 1a–d). However, no significant difference in the apoptosis of T_reg_ cells from *Lkb1*^f/f^ mice and *Cd11c*^Cre^*Lkb1*^f/f^ was observed (Supplementary Fig. 3a, b). There were also significantly higher frequencies of T_reg_ cells in peripheral non-lymphoid organs, including the blood, bone marrow (BM), lungs, liver, kidneys and brain, from *Cd11c*^Cre^*Lkb1*^f/f^ mice than in those from *Lkb1*^f/f^ mice (Fig. 1e, f). However, the T_reg_ cell frequency was not significantly elevated in the thymus in *Cd11c*^Cre^*Lkb1*^f/f^ mice (Supplementary Fig. 3c, d), suggesting that the enlarged T_reg_ cell compartment in the periphery was not caused by developmental dysregulation in the thymus. T_reg_ cells from *Cd11c*^Cre^*Lkb1*^f/f^ mice displayed a CD44^hi^CD62L^lo^ activated phenotype and expressed higher levels of activation markers CD73 and ICOS (Fig. 1g). In addition, T_reg_ cells from *Cd11c*^Cre^*Lkb1*^f/f^ mice expressed high levels of Nrp1 and Helios^21–23^, which are characteristic markers of nT_reg_ cells (Fig. 1g), suggesting that these expanded T_reg_ cells were mainly derived from the thymus rather than T_con_ cells in the periphery. Thus, the Lkb1 deficiency in DCs caused strong T_reg_ cell expansion in the periphery. However, Lkb1 seemed not to directly affect the suppressor function of T_reg_ cells, since there was no difference in the suppressive capacity of T_reg_ cells from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice (Fig. 1h).

**Fig. 1:**
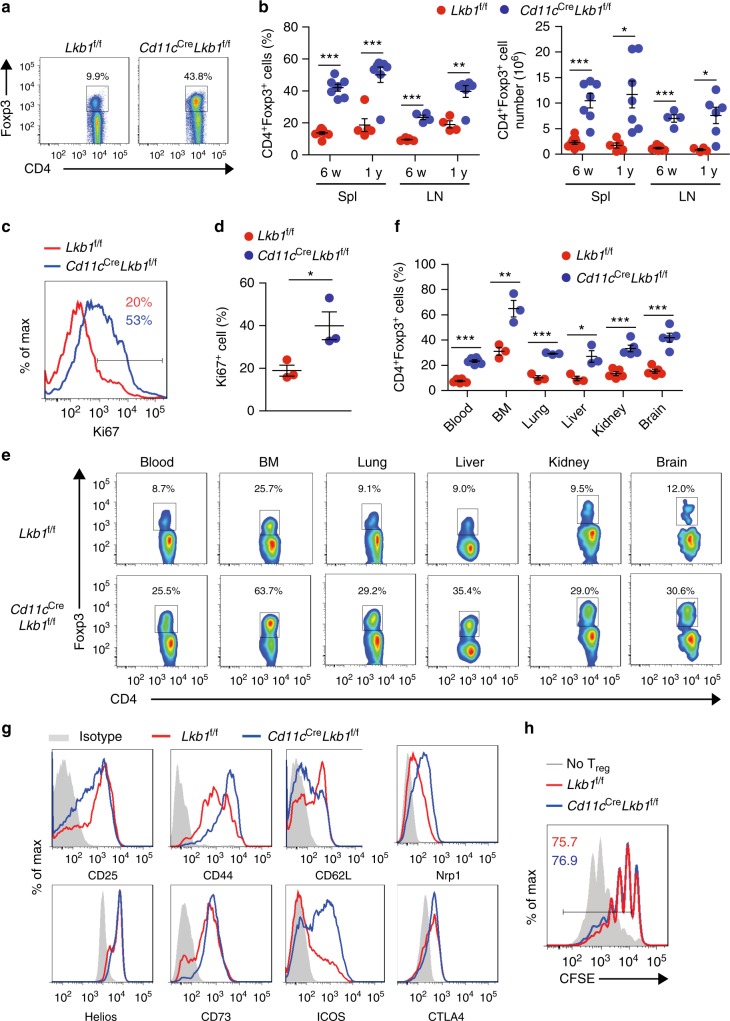
DC-specific deletion of Lkb1 leads to specific enlargement of T_reg_ cell pool. **a** Flow cytometric analysis of T_reg_ cell frequencies among splenic CD4^+^ T cells from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice. **b** Quantification of the percentage and absolute number of T_reg_ cells in the spleen and lymph nodes (LNs) from *Lkb1*^f/f^ (red dots) and *Cd11c*^Cre^*Lkb1*^f/f^ (blue dots) mice of different ages. **c**, **d** Flow cytometric analysis (**c**) and quantification (**d**) of Ki67 expression in splenic T_reg_ cells from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice. **e** Flow cytometric analysis of T_reg_ cell frequencies among CD4^+^ T cells in the blood, bone marrow (BM), lungs, liver, kidneys and brain of *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice. **f** Quantification of the percentages of T_reg_ cells among CD4^+^ T cells in the blood, BM, lungs, liver, kidneys and brain of *Lkb1*^f/f^ (red dots) and *Cd11c*^Cre^*Lkb1*^f/f^ (blue dots) mice. **g** Flow cytometric analysis of CD25, CD44, CD62L, Helios, CD73, ICOS, Nrp1 and CTLA4 expression on splenic T_reg_ cells from *Lkb1*^f/f^ (red line) and *Cd11c*^Cre^*Lkb1*^f/f^ (blue line) mice. **h** Suppression assay in which CFSE-labelled naïve T (T_n_) cells were co-cultured with T_reg_ cells from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice at a 4:1 ratio. Each symbol (**b**, **f**) indicates an individual mouse; the results are presented as the mean ± S.E.M., *P < 0.05, **P < 0.01, ***P < 0.001, by Student's *t*-test (**b**, **d**, **f**). Data are pooled from **b**, **d**, **f** or are representative of **a**, **c**, **e**, **g**, **h** three independent experiments with similar results

*Cd11c*^Cre^*Lkb1*^f/f^ mice lack Lkb1 in all cells expressing CD11c, which include DCs and macrophages. To determine whether Lkb1-deficient macrophages contribute to the phenotype of the mice, we examined T_reg_ and T_con_ cells in the spleen and LNs of *Lkb1*^f/f^ and *LysM*^Cre^*Lkb1*^f/f^ mice, which carry the specific deletion of *Lkb1* in myeloid-derived cells, including macrophages. We found that the Lkb1 deficiency in macrophages did not affect the percentages of T_reg_ cells or the activation of CD4^+^ Foxp3^−^ and CD8^+^ Foxp3^−^ T cells (Supplementary Fig. 4a-d). These results further confirm that expansion of the T_reg_ compartment was mainly caused by the deletion of *Lkb1* in DCs.

### Impaired immune responses due to increased T_reg_ cell number

T_reg_ cells play a predominant role in suppressing immune responses in vivo. We next determined the impact of the increased T_reg_ cell number on antigen-specific T cell responses using an experimental autoimmune encephalomyelitis (EAE) mouse model. We observed lower clinical scores, reflecting less severe EAE, in *Cd11c*^Cre^*Lkb1*^f/f^ mice than in WT littermates (Fig. 2a). It is well known that EAE is mediated by encephalitogenic Th1 and Th17 cells, which produce pro-inflammatory cytokines IFN-γ and IL-17, respectively^24^. Thus, we analysed the populations of CD4^+^IFN-γ^+^ T (Th1) and CD4^+^IL-17^+^ T (Th17) cells in the spleen and brain. In *Cd11c*^Cre^*Lkb1*^f/f^ mice, the Th1 cell populations, but not the Th17 populations, were significantly decreased in the spleen and brain (Fig. 2b, c). The levels of IL-17-producing T cells were slightly increased in *Cd11c*^Cre^*Lkb1*^f/f^ mice under steady-state conditions (Supplementary Fig. 2b), which indicates that Lkb1-deficient DCs might intrinsically have an increased capacity for stimulating Th17 differentiation. There was no difference in the extent of Th17 cell development between the *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice in the EAE model, suggesting that enhanced Th17 differentiation might in some manner counteract the enhanced suppressor function of the expanded T_reg_ population. However, significantly reduced Th1 cell development and EAE disease severity were observed in *Cd11c*^Cre^*Lkb1*^f/f^ mice, indicating that the expanded T_reg_ cell population dominated and resulted in overall alleviation of the immune response. As Lkb1 deficiency barely affected the antigen-specific T cell priming function of DCs (Supplementary Fig. 2e), we speculated that the impaired Th1 response was most likely due to enhanced immune suppression mediated by the enlarged T_reg_ cell compartment in *Cd11c*^Cre^*Lkb1*^f/f^ mice. To further confirm the impact of increased T_reg_ cell populations on antigen-specific T cell responses, we bred *Foxp3*^DTR^ mice to generate *Lkb1*^f/f^*Foxp3*^DTR^ and *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice, in which Foxp3^+^ T_reg_ cells could be specifically depleted with diphtheria toxin (DT) treatment (short-term DT treatment only resulted in a transient reduction in the T_reg_ cell populations and did not lead to overt disease phenotypes or death in mice)^25^, and we conducted an *in vivo* assay of OVA antigen-induced T cell priming. Two days after DT treatment (Supplementary Fig. 5a), we adoptively transferred CFSE-labelled CD4^+^ T cells from OT-II transgenic mice into DT-treated *Lkb1*^f/f^, *Cd11c*^Cre^*Lkb1*^f/f^, *Lkb1*^f/f^*Foxp3*^DTR^ and *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice via a tail vein injection, and we then challenged these mice with indicated doses of OVA to induce an antigen-specific T cell response. Lower percentages and numbers of proliferating OT-II T cells were detected in *Cd11c*^Cre^*Lkb1*^f/f^ mice than in *Lkb1*^f/f^ mice, while OT-II T cells in *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice treated with DT exhibited stronger proliferation and higher absolute numbers than OT-II T cells in *Cd11c*^Cre^*Lkb1*^f/f^ mice (Fig. 2d–f). In addition, the production of IFN-γ in OT-II cells was negatively correlated with the proportion of T_reg_ cells in vivo (Fig. 2g, h). These data suggest that the impaired T cell response in the *Cd11c*^Cre^*Lkb1*^f/f^ mice was due to the expanded T_reg_ cell compartment.

**Fig. 2:**
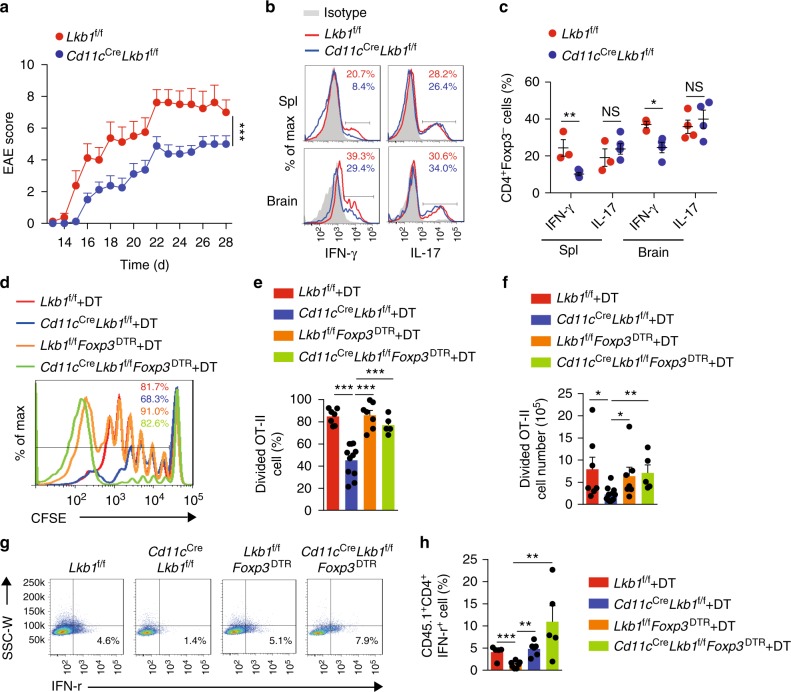
Impaired adaptive immune responses due to increased T_reg_ cell number. **a** Disease-related clinical scores of *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice subjected to MOG35–55-induced experimental autoimmune encephalomyelitis (EAE). **b**, **c** Flow cytometric analysis (**b**) and quantification (**c**) of IFN-γ- and IL-17-producing CD4^+^Foxp3^−^ T cells in the spleen and brain of *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice with EAE. **d**–**f** Flow cytometric analysis (**d**), percentage (**e**) and absolute number (**f**) of CFSE-labelled CD4^+^ T cells (2×10^6^) from OT-II mice transferred into *Lkb1*^f/f^, *Cd11c*^Cre^*Lkb1*^f/f^, *Lkb1*^f/f^*Foxp3*^DTR^ and *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice treated with diphtheria toxin (DT) (50μgkg^−1^, 2 days in advance). **g**, **h** Flow cytometric analysis (**g**) and quantification (**h**) of IFN-γ-producing OT-II T cells in *Lkb1*^f/f^, *Cd11c*^Cre^*Lkb1*^f/f^, *Lkb1*^f/f^*Foxp3*^DTR^ and *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice stimulated with phorbol myristate acetate (PMA) and ionomycin for 4 h. The results are presented as the mean ± S.E.M., *P < 0.05, **P < 0.01, by two-way ANOVA (**a**) or Student's *t*-test (**c**, **e**, **f**, **h**). Data are pooled from **c**, **e**, **f, h** or are representative of **a**, **b**, **d**, **g** three independent experiments with similar results

### Lkb1-deficient DCs promote T_reg_ cell proliferation

Although IL-2 plays a role in promoting T_reg_ cell proliferation, the increased production of IL-2 in CD4^+^Foxp3^−^ T cells in *Cd11c*^Cre^*Lkb1*^f/f^ mice was slight (Supplementary Fig. 2b) and could not explain the extremely high proportion of T_reg_ cells among CD4^+^ T cells. In addition, as the most prominent driving factor of effector T cell responses, the elevation of IL-2 alone could not account for the defective T cell response in the *Cd11c*^Cre^*Lkb1*^f/f^ mice. Therefore, we postulated that Lkb1-deficient DCs could directly promote T_reg_ cell proliferation. Since splenic DCs could facilitate ubiquitous or tissue-restricted self-antigen-mediated TCR signalling to induce the polyclonal expansion of T_reg_ cells^26,27^, we established a co-culture system to assess the direct impact of DCs on T_reg_ cells^18^. To determine the direct effect of Lkb1-deficient DCs on T_reg_ cell expansion, we sorted splenic DCs (CD11c^+^MHCII^+^) from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice and co-cultured them with CFSE-labelled T_reg_ cells (CD4^+^CD25^+^ population containing more than 95% Foxp3^+^ cells) sorted from B6 (CD45.1^+^) mice in the presence of exogenous IL-2 (Supplementary Fig. 5b). The T_reg_ cells displayed markedly increased proliferation and higher numbers of CD4^+^Foxp3^+^ cells when co-cultured with Lkb1-deficient DCs than when co-cultured with WT DCs (Fig. 3a–c). We also confirmed this result with T_reg_ cells (CD4^+^YFP^+^) from *Foxp3*^YFP-Cre^ mice (Supplementary Fig. 5c-e). Next, we established a mixed BM chimaera mouse model to acquire WT and Lkb1-deficient DCs from the same environment. After co-culturing these cells with CFSE-labelled T_reg_ cells in the presence of exogenous IL-2 for 4 days, we observed the same result, Lkb1-deficient DCs could induce stronger T_reg_ cell expansion (Fig. 3d–f). These results indicate that Lkb1-deficient DCs could directly promote T_reg_ cell expansion independent of other environmental elements. We next used Transwell plates to explore whether this effect of DCs was dependent on direct cell–cell contact or soluble factors secreted from DCs; in this way, T_reg_ cells and DCs could be physically separated but share the same medium in close proximity. Indeed, we found that enhanced T_reg_ cell proliferation only occurred when direct contact was made with Lkb1-deficient DCs (Fig. 3g), suggesting that Lkb1-deficient DCs promoted T_reg_ cell proliferation in a contact-dependent manner. To determine whether Lkb1-deficient DCs could induce T_reg_ cell proliferation in vivo, we transferred DCs sorted from *Lkb1*^f/f^ or *Cd11c*^Cre^*Lkb1*^f/f^ mice together with T_reg_ cells into irradiated NSG mice. After 3 days, we detected that ~85% of the transferred cells maintained Foxp3 expression (Supplementary Fig. 5f), and a markedly greater absolute number of divided T_reg_ cells was observed after co-transfer with Lkb1-deficient DCs than co-transfer with WT DCs (Fig. 3h–j). These results indicate that Lkb1 depletion in DCs was a direct driver of T_reg_ cell proliferation.

**Fig. 3:**
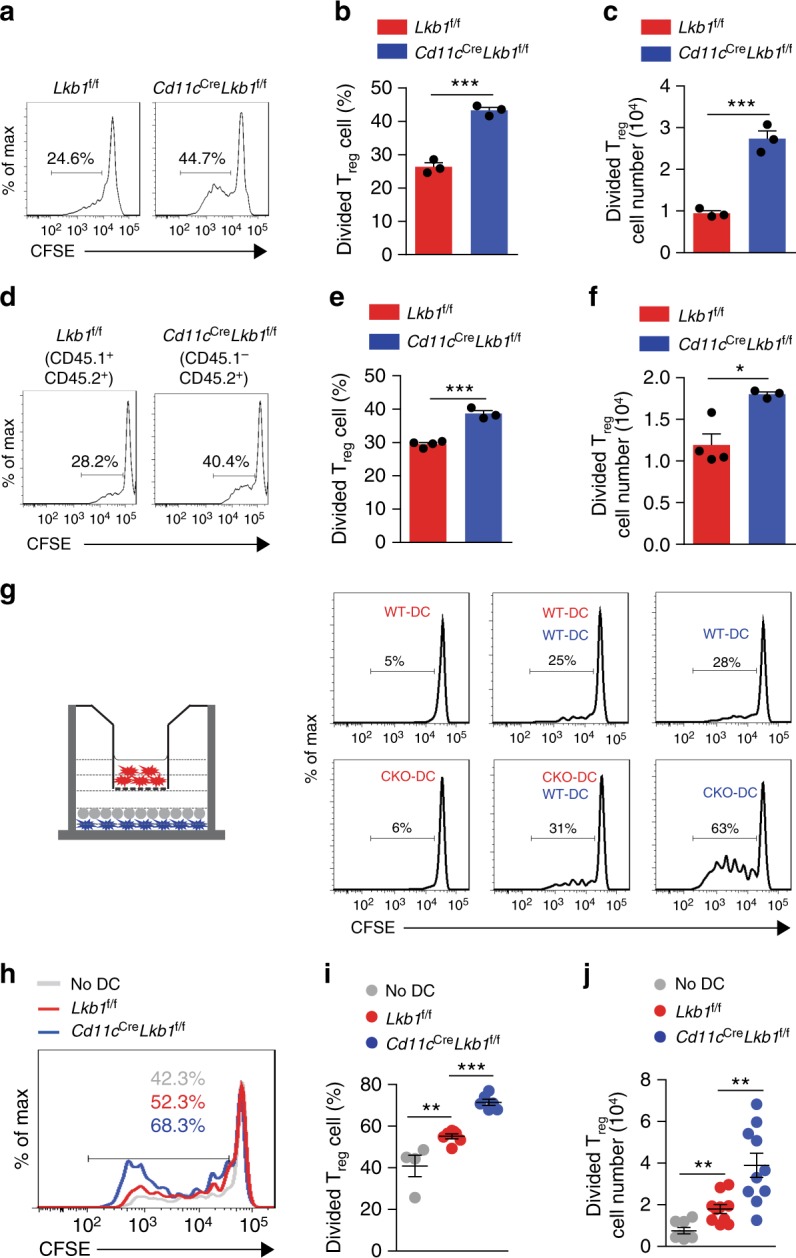
Lkb1-deficient DCs directly stimulate T_reg_ cell proliferation. **a**–**c** Flow cytometric analysis (**a**), percentage (**b**) and number (**c**) of CFSE-labelled T_reg_ cells (CD4^+^Foxp3^+^, 2×10^5^) sorted from B6 mice after co-culture with DCs (1×10^5^) sorted from *Lkb1*^f/f^ or *Cd11c*^Cre^*Lkb1*^f/f^ mice supplemented with IL-2 for 4 days. **d**–**f** Flow cytometric analysis (**d**), percentage (**e**) and number (**f**) of CFSE-labelled T_reg_ cells sorted from B6 mice after co-culture with WT or Lkb1-deficient DCs sorted from mixed BM chimaera mouse models. **g** Flow cytometric analysis of the proliferation of CFSE-labelled T_reg_ cells sorted from B6 mice in the lower Transwell chamber after 4 days of co-culture with DCs from *Lkb1*^f/f^ (wild-type, WT) and/or *Cd11c*^Cre^*Lkb1*^f/f^ (conditional knockout, CKO) mice in the upper and/or lower chamber of a Transwell plate, in diverse combinations, as indicated. In the schematic diagram, grey dots indicate T_reg_ cells, while red and blue dots indicate DCs in the upper and lower chamber, respectively. The coloured phrases in the histogram plots indicate the setup of DCs under each culture condition. **h**–**j** Flow cytometric analysis (**h**), percentage (**i**) and number (**j**) of CFSE-labelled T_reg_ cells (CD4^+^Foxp3^+^, 2×10^6^) sorted from B6 mice transferred together with or without DCs (1×10^6^) sorted from *Lkb1*^f/f^ or *Cd11c*^Cre^*Lkb1*^f/f^ mice into irradiated NSG mice via tail vein injection for 3 days. The results are presented as the mean ± S.E.M., *P < 0.05, by Student's *t*-test (**b**, **c**, **e**, **f**, **i**, **j**). Data are pooled from **b**, **c**, **i**, **j** or are representative of **a**, **d**, **g**, **h** three independent experiments

### DC OX40L upregulation contributes to T_reg_ cell proliferation

AMPK is a well-known downstream Lkb1 target critical for regulating metabolism^28^. To determine whether AMPK is involved in Lkb1-deficient DC function, we generated *Cd11c*^Cre^*AMPKα1*^f/f^*AMPKα2*^f/f^ mice with the specific depletion of AMPK in DCs. However, there were no significant differences in the percentage of T_reg_ cells or the activation of T_con_ cells between *AMPKα1*^f/f^*AMPKα2*^f/f^ and *Cd11c*^Cre^*AMPKα1*^f/f^*AMPKα2*^f/f^ mice (Supplementary Fig. 6a-d), suggesting that Lkb1 function in DCs is independent of AMPK activation.

To elucidate the molecular mechanism by which Lkb1 controls DC function, we profiled the transcriptome of DCs sorted from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice. 

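RNA from splenic DCs was hybridized to Affymetrix Mouse Gene 2.0 ST arrays, with 3 arrays for *Lkb1* f/f mice (WT DCs) and 3 for *Cd11c* Cre*Lkb1* f/f mice (Lkb1-deficient DCs). In these mice, Cre made under the promoter of the DC integrin gene *Cd11c* removes *Lkb1*. The mice were 8 weeks old. The deposited values are log2 signals. The methods state that the array data were analysed in GeneSpring, and the paper's text does not name the method that summarised or normalized the probes. All 41345 probe sets with a value on these 6 arrays were tested as deposited, without a filter on dim ones. The median log2 value was 4.64, 4.09 and 3.40 on the WT arrays of replicates 1, 2 and 3, and 4.59, 4.07 and 3.35 on the Lkb1-deficient arrays of replicates 1, 2 and 3. Arrays with the same replicate number therefore lay closer in level than arrays of the same genotype, and the number of arrays limits the precision. The groups were compared with limma's moderated test and Benjamini-Hochberg adjustment over all probe sets. Because the methods name an unpaired test, the main values come from limma without pairing, and values from limma with the replicate number as a block are named as such. Neither the labels nor the paper's text say that the numbers pair the mice. Values equal to the last digit occur only within pairs, and processing of each pair together could narrow the block's spread. An exact two-sided permutation test of 3 arrays against 3 cannot give a p below 0.1, so none is given per gene. Gene groups were 31 lists written by hand after Supplementary Data 1 and 2 had been read. Each list was compared with all other genes by limma's camera with a preset correlation of 0.01. Camera was also run with an estimated correlation, which refers its statistic to the few residual degrees of freedom of the fit. Few lists could pass that way, so failing it does not by itself show that correlation among the genes removes a result.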

We found more than 500 transcripts that were significantly (*P* < 0.05) up- or downregulated (1.5-fold or more) in Lkb1-deficient DCs compared with WT DCs and thus constituted the Lkb1-deficient DC-specific transcriptional signature (Supplementary Data 1). 

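*Stk11*, which encodes Lkb1, had a log2 value of 6.51 ± 0.48 (SD, n = 3) in WT DCs and 6.21 ± 0.59 (SD, n = 3) in Lkb1-deficient DCs. Its log2 difference was −0.05, −0.43 and −0.41 between the arrays of replicates 1, 2 and 3, and it did not pass limma's test (adjusted p = 1, and 0.458 with the block). The sources used here do not say whether its probes lie in the deleted exons, so this value does not check the labels. *Flrt3*, an adhesion protein with leucine-rich repeats, went from 2.65 ± 0.58 to 6.52 ± 1.15 on the log2 scale (SD, n = 3; limma, adjusted p = 3.4e-05). Its WT value is dim, and with 16 added to the linear value the log2 difference of 3.87 became 2.30 and did not pass (adjusted p = 1). *Scin*, which encodes the actin-severing protein scinderin, had a log2 difference of 3.71 (limma, adjusted p = 8.0e-05). *Ramp3*, a partner protein of peptide hormone receptors, and *Mmp25*, a membrane-anchored matrix metalloproteinase, had log2 differences of 3.31 each (limma, adjusted p = 0.00162 for both). These 4 were the probe sets past an adjusted p under 0.05 in limma, none of them lower, and none passed with 16 added to the linear value (166 at an unadjusted p under 0.05). At an unadjusted p under 0.05, 124 were higher and 25 lower, and all 149 also differed by at least 1.5-fold. This was fixed by the fit, as limma pooled the spread fully and gave every probe set the same standard error. Its p therefore ranks probe sets by the size of the difference alone. With the methods' t-test, which takes each probe set's own spread, none passed an adjusted p under 0.05 (111 at an unadjusted p under 0.05). With the replicate number as a block, 85 probe sets rose and 10 fell at an adjusted p under 0.05, and 633 were higher and 589 lower at 1.5-fold and an unadjusted p under 0.05. The share of higher ones was 83.2% without the block, 51.8% with it and 65.6% after quantile normalization. Leaving out 1 array moved the count of 149 to 230 (WT replicate 1), 325 (WT replicate 3), 277 (Lkb1-deficient replicate 1) or 344 (Lkb1-deficient replicate 3). Without WT replicate 3 or Lkb1-deficient replicate 1, 251 and 210 of these were lower. There the median log2 difference of all probe sets went from −0.02 to −0.35 and −0.23. Leaving out 1 array keeps its same-numbered partner, so the level of all probe sets moves, and leave-one-out values of single genes include such a move. The count of 4 became 2, 0 and 10 without Lkb1-deficient replicates 1, 2 and 3. With the block, *Nrp2*, a semaphorin receptor, *Htr7*, a serotonin receptor, and *Gnb4*, a G protein subunit, rose by 2.80, 2.47 and 2.35 on the log2 scale. Their adjusted p with limma's block was 0.0305, 0.0177 and 0.0334. *Ndnf*, a secreted neurotrophic factor, rose by 2.75 (0.0389 with the block), or by 1.73 with 16 added to the linear value. *Nrg1*, the growth factor neuregulin, had a log2 difference of 2.59 and passed neither test (limma, adjusted p = 0.201, and 0.0749 with the block), but passed without Lkb1-deficient replicate 3 (0.00142). Among lower transcripts, *Scn3a*, a sodium channel subunit, fell by 2.30 (limma with the block, adjusted p = 0.0177). *Mmp12*, the macrophage elastase, fell by 2.27 (limma with the block, adjusted p = 0.0322). *Cyp4f37*, a cytochrome P450, and *Cdhr3*, a cadherin-related protein, had log2 differences of −1.83 and −1.58 and passed neither test. All 506 probe sets of Supplementary Data 1 had the direction given there, and 120 of them met 1.5-fold and an unadjusted p under 0.05 without the block and 475 with it. Markers of CD11b+ ESAM-high cDC2, a splenic DC subset, had a median log2 difference of −0.36 in this comparison (camera, adjusted p = 9.1e-08, and adjusted p = 0.754 with an estimated correlation). Of these, *Cd4* and *Dtx1* had −1.15 and −1.14 and did not pass, with a lowest adjusted p of 0.0811 and 0.053 over 22 alternatives in limma. That of *Dtx1* was −0.68 and −0.74 without WT replicate 1 and Lkb1-deficient replicate 3, and −1.73 without WT replicate 3.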

Since Lkb1-deficient DCs promoted T_reg_ cell proliferation in a contact-dependent manner, we first screened the significantly altered pathways related to cell adhesion through gene set enrichment analysis (GSEA) and noted that the gene set of cell-cell adhesion was enriched in Lkb1-deficient DCs (Fig. 4a). 

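Cell-cell adhesion was examined with a list of genes for cadherins, integrins, ephrins, claudins, connexins and related surface proteins, 122 of them measured. The ephrins *Efnb2* and *Efna2*, ligands of Eph receptors on neighbouring cells, rose with the replicate number as a block. *Efnb2* went from 4.75 ± 0.67 in WT DCs to 7.10 ± 0.81 in Lkb1-deficient DCs on the log2 scale (SD, n = 3; limma with the block, adjusted p = 0.0177). *Efna2* was higher by 1.32 (limma with the block, adjusted p = 0.0456). The connexin gene *Gjb2* and the integrin gene *Itga3* had log2 differences of 1.54 and 1.16 and did not pass over all probe sets (limma with the block, adjusted p = 0.118 and 0.167). Without WT replicate 3 or Lkb1-deficient replicate 1, the log2 difference was 0.85 or 0.70 for *Efna2* and 0.75 or 0.64 for *Itga3*. The median of all probe sets was then −0.35 or −0.23, against −0.02 on all arrays. With the block, 14 genes of the list rose and 1 fell when adjusted over the list alone, and 2 rose and none fell over all probe sets, where 26 were higher and 5 lower at an unadjusted p under 0.05. Without the block, 1 gene rose when adjusted over the list alone and none passed over all probe sets (limma; 3 genes were higher and none lower at an unadjusted p under 0.05). The list's median log2 difference was 0.03 and its mean 0.14, so a minority of its genes carried the shift. The list was higher than other genes by camera (adjusted p = 2.3e-04, and adjusted p = 0.773 with an estimated correlation). With the block, camera gave an adjusted p of 0.00571 (0.355 with an estimated correlation). That estimate was −0.0081, under the preset 0.01, so correlation among the genes does not account for the higher p with the block. By fry, which asks whether the genes of a list move one way and sets them against no other genes, the adjusted p was 0.999 without the block and 0.0283 with it. Preranked enrichment by fgsea gave a normalized score of 2.10 (adjusted p = 5.9e-06). Of its genes, 17 are in Supplementary Data 1 and 20 are in another of the lists. From the contact dependence of the stimulation of T_reg_ cells, the paper reasons that adhesion pathways were the ones to screen first.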

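*Tnfsf4* encodes OX40L, the ligand of the T cell receptor OX40. Its log2 value was 3.94 ± 1.19 (SD, n = 3) in WT DCs and 6.54 ± 1.03 (SD, n = 3) in Lkb1-deficient DCs, which is 6.06-fold. The log2 difference of 2.60 had a standard error of 0.63 (limma, adjusted p = 0.201). It rose with the replicate number as a block, at a standard error of 0.21 (limma, adjusted p = 0.0334), and without Lkb1-deficient replicate 3, at a log2 difference of 3.08 (limma, adjusted p = 0.0116). With 16 added to the linear value, which compresses dim probe sets, the log2 difference was 1.75 (limma, adjusted p = 1). Over its 22 alternatives the adjusted p ran from 0.00806 to 1. *Cd40*, the receptor through which T cells activate DCs, was 1.89-fold higher, at 7.81 ± 0.84 and 8.73 ± 0.73 on the log2 scale (SD, n = 3). *Fas*, a death receptor, was 2.39-fold higher, at 6.30 ± 0.59 and 7.56 ± 0.50 (SD, n = 3). *Pdcd1*, which encodes the inhibitory receptor PD-1, was 2.03-fold higher, at 3.87 ± 0.28 and 4.88 ± 0.11 (SD, n = 3). Without WT replicate 3 the log2 difference of *Cd40* fell from 0.92 to 0.45, under 1.5-fold. The median of all probe sets then also fell, from −0.02 to −0.35. With the block and pair 1, 2 or 3 left out whole, chosen after the data were seen, the log2 difference of *Cd40* was 0.94, 0.98 or 0.85. With 16 added to the linear value that of *Pdcd1* fell from 1.02 to 0.57, under 1.5-fold. *Cd40*, *Fas* and *Pdcd1* had an adjusted p of 1 in limma, and of 0.0806, 0.0591 and 0.0747 with the block. Each of the 4 genes was higher on the Lkb1-deficient array in all 3 pairs of arrays with the same replicate number. For *Tnfsf4*, *Fas* and *Pdcd1*, the WT and Lkb1-deficient arrays did not overlap. Chance separates the groups in one or the other direction for 10% of probe sets if all arrays are exchangeable. The shared levels of same-numbered arrays go against that, so 10% is not the share to expect here. On these arrays 0.573% of all probe sets were separated. The paper named the 4 genes as upregulated from these same arrays, so their rise in all pairs and their separation are not independent support. *Tnfrsf4*, which encodes OX40 itself, and *Cd200*, the ligand of an inhibitory receptor on myeloid cells, rose with the block by 1.46 and 1.92 on the log2 scale (limma, adjusted p = 0.0334 for both). Among 35 costimulatory and coinhibitory molecules, 12 rose and 2 fell with the block when adjusted over the list alone, and 3 rose and none fell over all probe sets (limma; 14 higher and 4 lower at an unadjusted p under 0.05). The list's median log2 difference was 0.27 (camera, adjusted p = 5.0e-17, and adjusted p = 0.754 with an estimated correlation; 1.2e-06 with the block). Of the 35 genes, 11 are in Supplementary Data 1.

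**Figure D1:**
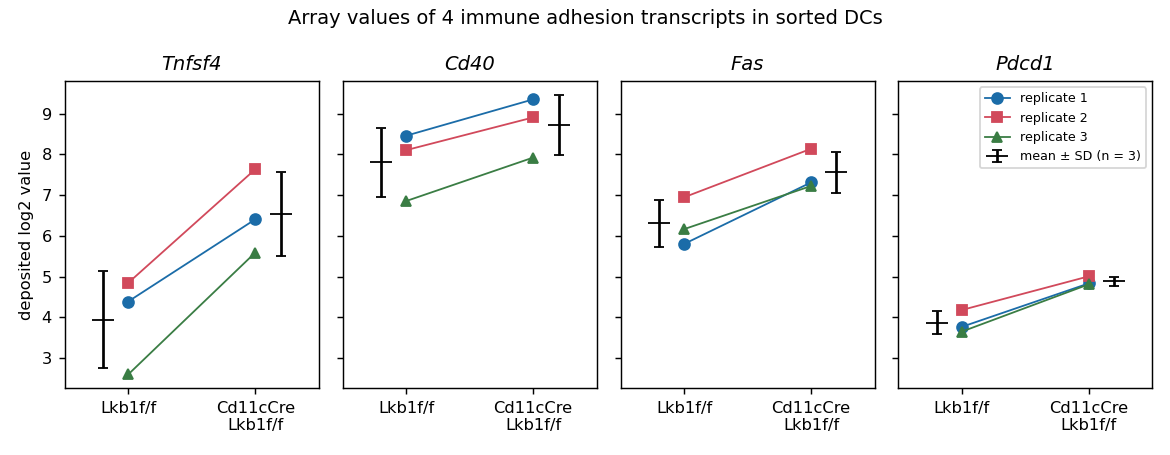
Log2 values of *Tnfsf4*, *Cd40*, *Fas* and *Pdcd1* on the arrays of splenic DCs from *Lkb1* f/f and *Cd11c* Cre*Lkb1* f/f mice. Points are single arrays, lines join arrays with the same replicate number and rise in all 3 pairs of each gene, and bars are the mean ± SD (n = 3).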

Among the genes upregulated in Lkb1-deficient DCs are several that have been previously implicated in immune adhesion, including the transcripts of *Ox40l* (*Tnfsf4*)^29–31^, *Cd40*^32^, *Fas*^33^ and *Pdcd1*^34^ (Fig. 4b, Supplementary Data 1). The differential expression of these molecules at the mRNA and protein levels was evaluated by real-time PCR and flow cytometry, respectively. Lkb1 deficiency moderately increased the protein expression of OX40L and CD40 but barely affected that of Fas and PD1 (Fig. 4c, d and Supplementary Fig. 1c). However, recent studies have shown that transgenic mice with constitutive CD11c-specific CD40 signalling had low T_reg_ cell frequencies^35,36^, suggesting that the expansion of T_reg_ cells was unlikely due to CD40 upregulation on Lkb1-deficient DCs. We also examined the expression of OX40L on different subpopulations of DCs and found that OX40L was marginally expressed on pDCs and CD8^+^ cDCs from the spleen and LNs. However, the expression of OX40L on CD11b^+^ DCs from the spleen and LNs was higher in *Cd11c*^Cre^*Lkb1*^f/f^ mice than in *Lkb1*^f/f^ mice (Supplementary Fig. 7a, b). OX40L is a member of the TNF superfamily that has been implicated in DC-T cell interactions^29–31^. The higher expression of OX40 on T_reg_ cells than on naive and activated CD4^+^ T cells (Supplementary Fig. 8a, b) suggests that OX40L-OX40 interactions might preferentially promote T_reg_ cell proliferation.

**Fig. 4:**
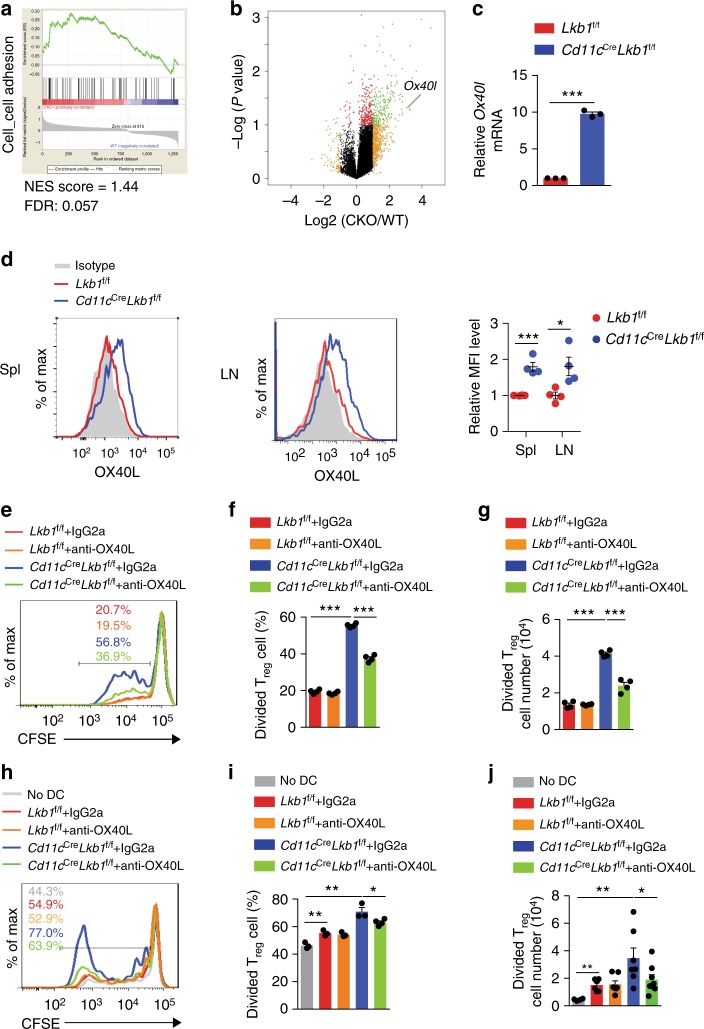
Lkb1-deficient DCs promote T_reg_ cell expansion through the OX40L-OX40 axis. **a** Gene set enrichment analysis (GSEA) of transcriptional profiles in WT and Lkb1-deficient DCs. The gene set of cell-cell adhesion was enriched in *Cd11c*^Cre^*Lkb1*^f/f^ DCs. FDR, false-discovery rate; NES, normalized enrichment score. **b** Volcano plot analysis of gene expression in splenic DCs from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice. The points indicate the Log_2_ fold change (*x* axis) versus the –Log_10_ *P* value (*y* axis, representing the probability that the gene is differentially expressed). Black dots mark genes with *P* > 0.1 and less than two-fold change, and tinted dots mark genes with fold changes higher than 2. *Ox40l* is marked. **c** mRNA level of *Ox40l* in *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ DCs determined by real-time PCR. **d** Flow cytometric analysis and quantification of the relative mean fluorescence intensity (MFI) of OX40L expression on DCs from the spleen and LNs of *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice. **e**–**g** Flow cytometric analysis (**e**), percentage (**f**), and absolute number (**g**) of CFSE-labelled T_reg_ cells (CD4^+^Foxp3^+^, 2×10^5^) sorted from B6 mice after 4 days of co-culture with DCs (1×10^5^) sorted from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice pre-blocked with OX40L neutralizing antibodies or isotype control. **h**–**j** Flow cytometric analysis (**h**), percentage (**i**) and number (**j**) of CFSE-labelled T_reg_ cells (CD4^+^Foxp3^+^, 2×10^6^) sorted from B6 mice transferred together with or without DCs (1×10^6^) sorted from *Lkb1*^f/f^ or *Cd11c*^Cre^*Lkb1*^f/f^ mice pre-blocked with OX40L neutralizing antibodies or isotype control into irradiated NSG mice via tail vein injection for 3 days. The results are presented as the mean ± S.E.M., *P < 0.05, **P < 0.01, ***P < 0.001, by Student's *t*-test (**c**, **d**, **f**, **g**, **i**, **j**). Data are pooled from **c**, **d**, **f**, **g**, **i**, **j** or are representative of at least three **e**, **h** independent experiments with similar results

Pre-blocking OX40L with a neutralizing antibody significantly hampered the increased proliferation and absolute number of T_reg_ cells when co-cultured with Lkb1-deficient DCs but not when co-cultured with WT DCs (Fig. 4e–g). Since the co-stimulatory molecules CD80 and CD86 expressed on DCs have been suggested to be strong stimulators of T_reg_ cell proliferation^37^, we took CD80 and CD86 as positive controls and found that blocking CD80 and/or CD86 on both WT and Lkb1-deficient DCs suppressed T_reg_ proliferation (Supplementary Fig. 9a, b), which is consistent with the comparable expression of CD80 and CD86 on DCs from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice (Supplementary Fig. 1c). The effect of blocking OX40L on DCs from *Cd11c*^Cre^*Lkb1*^f/f^ mice was obvious, indicating that it plays a significant role in enhancing T_reg_ cell expansion.

To confirm this result in vivo, DCs sorted from *Lkb1*^f/f^ or *Cd11c*^Cre^*Lkb1*^f/f^ mice were pre-incubated with anti-OX40L neutralizing antibody or isotype control and then transferred with CFSE-labelled T_reg_ cells from B6 mice into irradiated NSG mice. After 3 days, we detected significantly greater proliferation and absolute cell number of T_reg_ cells after co-transfer with Lkb1-deficient DCs than after co-transfer with WT DCs, and these increases could be mitigated by blocking OX40L (Fig. 4h–j). These results indicate that increased OX40L expression was involved in the superior T_reg_ cell-stimulating effect of Lkb1-deficient DCs. However, when T_con_ cells from B6 mice were co-cultured with WT and Lkb1-deficient DCs, we also observed increased T_eff_ cell (CD44^hi^CD62L^low^) proliferation that could be restrained with anti-OX40L neutralizing antibody (Supplementary Fig. 10a-c). Although Lkb1-deficient DCs have a slightly increased capacity for promoting T_con_ cell survival compared with that of WT DCs, blocking OX40L did not have significant effect on the survival of T_con_ cells (Supplementary Fig. 10d, e). This phenomenon indicates that the upregulated expression of OX40L on Lkb1-deficient DCs also contributes to the increased proportion of polyclonal T_eff_ cells through enhancing proliferation.

### Lkb1 restrains NF-κB signalling to suppress OX40L expression

We next explored the signalling pathways through which Lkb1 regulates *Ox40l* gene expression. Analysis of the cis-elements of the *Ox40l* gene revealed several conserved NF-κB binding sites (Supplementary Table 1). NF-κB signalling plays critical roles in regulating immune responses^38^. The NF-κB p65 transcription factor is a major component of the NF-κB family, and its phosphorylation marks the activation of the NF-κB pathway. Indeed, the level of phosphorylated NF-κB p65 was higher in Lkb1-deficient DCs than in WT DCs with or without LPS treatment (Fig. 5a and Supplementary Fig. 15a-g). In addition, more p65 was accumulated in the nucleus of Lkb1-deficient DCs (Fig. 5b and Supplementary Fig. 15h-j). Surprisingly, the depletion of Lkb1 did not result in the upstream activation of IKKα/β or IκBα^38^, indicating that Lkb1 deficiency in DCs activated NF-κB signalling distinct from the canonical NF-κB signalling pathway. In addition, the NF-κB inhibitor SC75741 decreased the mRNA and protein levels of OX40L in Lkb1-deficient DCs (Fig. 5c–e). Meanwhile, compared with untreated DCs, Lkb1-deficient DCs pre-treated with the NF-κB inhibitor showed smaller increases in the proliferation and number of T_reg_ cells (Fig. 5f, g). We also confirmed these results in vivo by co-transferring DCs from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice pre-treated with the NF-κB inhibitor with CFSE-labelled T_reg_ cells into irradiated NSG mice (Fig. 5h, i). Furthermore, chromatin immunoprecipitation (ChIP) assays showed more NF-κB p65 binding on the *Ox40l* promotor in Lkb1-deficient DCs than in WT DCs (Fig. 5j), suggesting a direct effect of NF-κB signalling on promoting *Ox40l* transcription. These results suggest that an unusual form of IKKα/β- and IκBα-independent NF-κB activation drove the upregulation of *Ox40l* in *Lkb1*-deficient DCs and that this specifically activated NF-κB signalling promoted T_reg_ cell proliferation at least partially via OX40L.

**Fig. 5:**
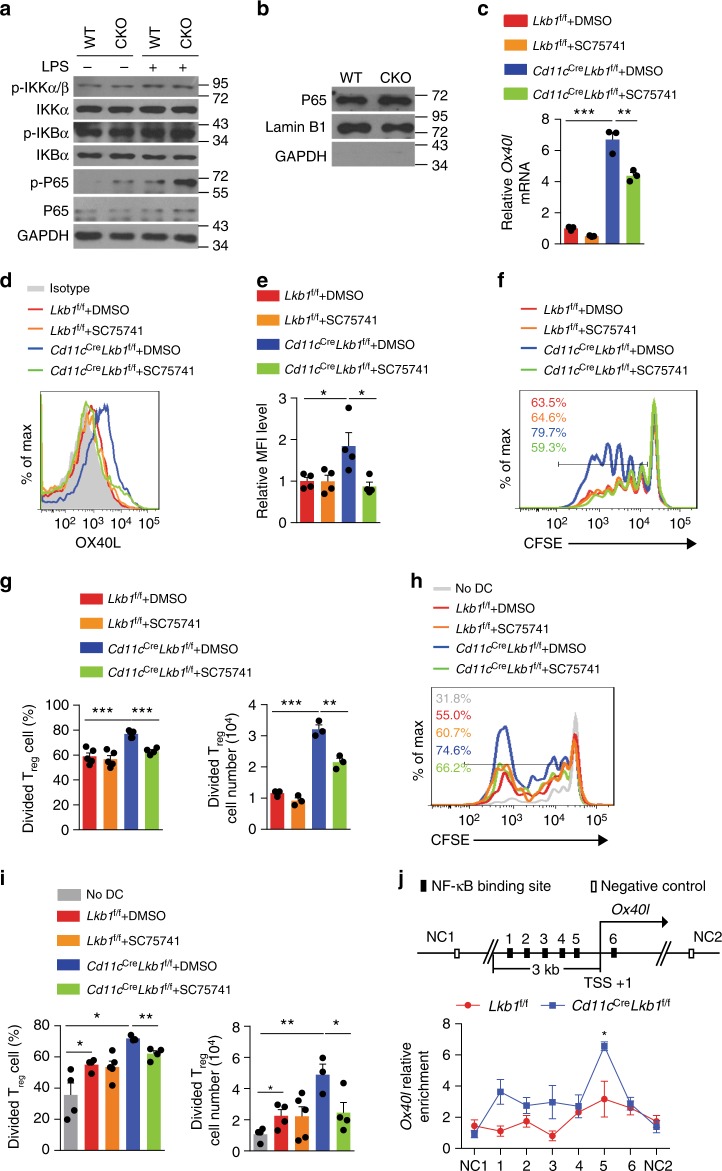
Lkb1 restrains NF-κB signalling to inhibit *Ox40l* expression. **a** Immunoblot analysis of total and phosphorylated p65, IKKα and IκBα expression in WT and Lkb1-deficient DCs treated or untreated with LPS (1μgml^−1^) for 40 min. **b** Immunoblot analysis of p65 protein in the nucleus of splenic DCs from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice. **c** Real-time PCR analysis of the mRNA level of *Ox40l* in splenic DCs from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice treated with or without an NF-κB inhibitor (SC75741) for 3 days. **d**, **e** Flow cytometric analysis (**d**) and quantification (**e**) of relative MFI of OX40L expression on DCs in LNs from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice treated or untreated with an NF-κB inhibitor (SC75741) for 3 days. **f**, **g** Flow cytometric analysis (**f**), percentage and number (**g**) of CFSE-labelled T_reg_ cells co-cultured with DCs from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice treated with or without SC75741 for 4 days. **h**, **i** Flow cytometric analysis (**h**), percentage and number (**i**) of CFSE-labelled T_reg_ cells (CD4^+^Foxp3^+^, 2×10^6^) sorted from B6 mice transferred together with or without DCs (1×10^6^) sorted from *Lkb1*^f/f^ or *Cd11c*^Cre^*Lkb1*^f/f^ mice treated with or without SC75741 into irradiated NSG mice via tail vein injection for 3 days. **j** Relative enrichment of NF-κB p65 to *Ox40l* promoter in *Lkb1*^f/f^ or *Cd11c*^Cre^*Lkb1*^f/f^ DCs treated with LPS (1 μg ml^−1^) for 3 h, determined by ChIP. The results are presented as the mean ± S.E.M., *P < 0.05, **P < 0.01, ***P < 0.001, by Student's *t*-test (**c**, **e**, **g**, **i**). Data are pooled from **e**, **g**, **i**, **j** or are representative of at least three **a**, **b**, **d**, **f**, **h** independent experiment with similar results

SIRT1 (sirtuin-1) has been found to interact with the Lkb1/AMPK complex and inhibit NF-κB signalling to regulate innate immunity defences^39,40^. To investigate whether SIRT1 was involved in Lkb1- and LPS-mediated signalling in DCs, we examined the protein level of SIRT1 in Lkb1-deficient DCs and DCs from LPS-treated mice. The total protein level of SIRT1 was diminished in DCs from LPS-treated mice but not in Lkb1-deficient DCs (Supplementary Figs. 11a and 15o, p). Since SIRT1 negatively regulates NF-κB p65 activation^38,39^, the downregulation of SIRT1 may contribute to the activation of NF-κB p65 in DCs from LPS-treated mice. However, SIRT1 is not reduced in Lkb1-deficient DCs, suggesting that Lkb1 loss provokes NF-κB hyperactivation independent of SIRT1. These results indicate that SIRT1 might be involved in the activation process of DCs from LPS-treated mice rather than mediating the Lkb1 effect in DCs. In addition, SIRT1 has been found to interact with the Lkb1/AMPK complex to regulate the downstream signalling^39,41^. However, in our study, Lkb1 controlled DC function independent of AMPK. These results collectively suggest that Lkb1 function in DCs is possibly independent of SIRT1.

### LPS induces T_reg_ cell expansion via depleting Lkb1 in DCs

The above results show the extreme enlargement of the T_reg_ cell compartment in mice with the *Lkb1* gene conditionally deleted in DCs. Considering the abundance of evidence demonstrating increased frequencies of T_reg_ cells during certain immune responses, including those to bacterial infection^42–45^, we next sought to determine whether the expression of Lkb1 would be decreased in DCs to contribute to the augmentation of T_reg_ cells under these conditions. We intraperitoneally treated mice with LPS, a Toll-like receptor (TLR) agonist derived from gram-negative bacteria, which is capable of triggering strong immune activation. Interestingly, we found that the Lkb1 protein level was greatly reduced in DCs (Fig. 6a and Supplementary 15k, l) but not in T and B lineage cells (Supplementary Fig. 12a and 15q-t). Despite a significant reduction in the Lkb1 protein level in DCs, no obvious change in the *Lkb1* mRNA level was observed under LPS stimulation (Fig. 6b), suggesting that LPS might deplete Lkb1 protein via a post-transcriptional mechanism.

**Fig. 6:**
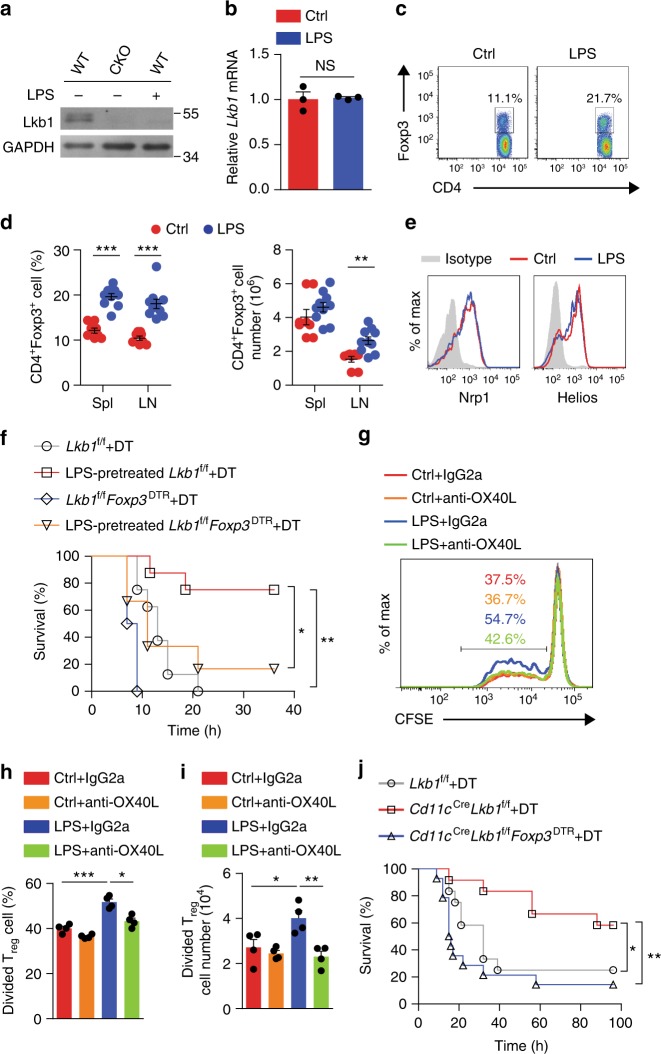
LPS induces T_reg_ cell expansion and suppression through depleting Lkb1 in DCs. **a** Lkb1 protein in splenic DCs from *Lkb1*^f/f^ (WT) and *Cd11c*^Cre^*Lkb1*^f/f^ (CKO) mice treated or untreated with LPS (1.5 mg kg^−1^) overnight. **b** mRNA level of *Lkb1* in splenic DCs from mice with or without LPS treatment. **c** Representative T_reg_ cell frequencies among splenic CD4^+^ T cells from mice treated with or without LPS 5 days in advance. **d** Quantification of the percentage and absolute number of T_reg_ cells in the spleen and LNs of mice treated with or without LPS 5 days in advance (Ctrl, *n*=8; LPS, *n*=10). **e** Expression of Nrp1 and Helios in splenic T_reg_ cells from mice with or without LPS treatment 5 days in advance. **f** The survival curve of *Lkb1*^f/f^ (*n*=8 each group) and *Lkb1*^f/f^*Foxp3*^DTR^ mice (*n*=6 each group) pre-treated with or without LPS (5 days in advance), treated with DT (50 μg kg^−1^, 2 days in advance), and then challenged with a lethal dose of LPS (30 mg kg^−1^). **g**–**i** Flow cytometric analysis (**g**), percentage (**h**) and number (**i**) of CFSE-labelled T_reg_ cells sorted from B6 mice after 4 days of co-culture with DCs sorted from C57 mice with or without LPS (1.5 mg kg^−1^) treatment pre-blocked with OX40L neutralizing antibodies or isotype control. **j** The survival curve of *Lkb1*^f/f^ (*n* = 12), *Cd11c*^Cre^*Lkb1*^f/f^ (*n* = 13), and *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ (*n* = 14) mice treated with DT and then challenged with a lethal dose of LPS. Each symbol (**d**) indicates an individual mouse; the results are presented as the mean ± S.E.M., **P < 0.01, ***P < 0.001; NS not significant, by Student's *t*-test (**b**, **d**, **h, i**). Log-rank survival curve analysis was used (**f**, **j**). Data are pooled from **b**, **d** or are representative of **a**, **c**, **e**, **g** three independent experiments

As expected, we observed elevated percentages and absolute numbers of T_reg_ cells in mice under LPS stimulation (Fig. 6c, d). The majority of these T_reg_ cells expressed high levels of Nrp1 and Helios (Fig. 6e), indicating that they were mostly nT_reg_ cells. To determine the impact of the LPS-induced increase in T_reg_ cells on the prognosis of an immune response, we pre-treated mice with or without a low dose of LPS before a lethal dose of LPS. The LPS pre-treatment protected *Lkb1*^f/f^ mice from the lethal LPS challenge, but this protective effect was significantly abolished in *Lkb1*^f/f^*Foxp3*^DTR^ mice treated with DT (Fig. 6f). These findings indicate the critical role of increased T_reg_ cell populations in mediating protection against LPS-mediated inflammatory injury.

As LPS could affect the phenotype and function of multiple cell types, to confirm that the expansion of the T_reg_ cell compartment was directly caused by DCs in LPS-treated mice, we sorted DCs from mice treated with or without LPS, incubated them with OX40L neutralizing antibody or isotype control, and co-cultured them with CFSE-labelled T_reg_ cells for 4 days. Flow cytometry analysis showed that LPS-modified DCs promoted stronger T_reg_ cell proliferation than did control DCs and that blocking with anti-OX40L antibody could restrain the proliferation of T_reg_ cells in the LPS group, but not in the control group (Fig. 6g–i). These results suggest that the T_reg_ cell expansion in the mice was directly caused by LPS-programmed DCs and that this effect was at least partially mediated by OX40L. To evaluate whether the Lkb1 protein reduction in DCs alone would contribute to the protective effect under LPS stimulation, we administered a lethal dose of LPS to *Lkb1*^f/f^, *Cd11c*^Cre^*Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice treated with DT and analysed the survival rate. The survival rate of the *Cd11c*^Cre^*Lkb1*^f/f^ mice was significantly higher than that of the other two groups of mice (Fig. 6j), but the *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice treated with DT, which had reduced T_reg_ cell populations, displayed significantly reduced survival. However, there was no statistically significant difference in the survival rate between the *Lkb1*^f/f^*Foxp3*^DTR^ and *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice treated with DT when challenged with a lethal LPS dose (Supplementary Fig. 13a). Thus, the LPS-induced Lkb1 depletion in DCs was directly involved in promoting T_reg_ cell expansion to enhance immunosuppression. To further explore how Lkb1 deletion-induced T_reg_ expansion would protect the mice from LPS toxicity, we examined the pro-inflammatory cytokine levels and T cell effector function of *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice in response to LPS. The mRNA levels of *Tnf* and *Ifnγ* were lower in the lungs of the *Cd11c*^Cre^*Lkb1*^f/f^ mice than in those of the *Lkb1*^f/f^ mice (Supplementary Fig. 14a). We also examined the production of Th-associated cytokines by T cells in *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice and found lower IFN-γ production in T cells from the lungs and spleen of *Cd11c*^Cre^*Lkb1*^f/f^ mice (Supplementary Fig. 14b, c). These results indicate that the reduced production of TNF and IFN-γ in the lung tissue and the decreased numbers of IFN-γ-producing T cells might be part of the mechanisms contributing to the alleviated LPS toxicity.

### *E. coli* induces T_reg_ cell expansion by depleting Lkb1 in DCs

Because LPS is a major pathogenic factor derived from gram-negative bacteria, we further tested whether infection with the gram-negative bacteria *E. coli* could recapitulate the effect of LPS. Consistently, the decrease in Lkb1 protein was also observed in DCs from mice with an intraperitoneal *E. coli* infection (Fig. 7a and Supplementary Fig. 15m, n), along with an increased frequency and absolute number of T_reg_ cells (Fig. 7b, c). These T_reg_ cells were mostly nT_reg_ cells given their high expression of Nrp1 and Helios (Fig. 7d). *E. coli* pre-treatment protected mice from secondary lethal *E. coli* challenge. Surprisingly, reducing the T_reg_ cell population with DT did not abolish the protective effect of the *E. coli* pre-treatment (Fig. 7e), indicating that mechanisms other than T_reg_ cells predominately mediated the protection from a secondary infection. As gram-negative bacteria, *E. coli* contain more complex virulence factors and have been shown to induce immune tolerance by multiple mechanisms^46^, which might override the protective effect of the bacteria pre-treatment-induced increase in the T_reg_ cell population. To further determine whether Lkb1 depletion in DCs alone is sufficient to mediate tolerance to an acute primary lethal *E. coli* challenge, we administered lethal amounts of *E. coli* to *Lkb1*^f/f^, *Cd11c*^Cre^*Lkb1*^f/f^, and *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice treated with DT. The *Cd11c*^Cre^*Lkb1*^f/f^ mice showed a significantly higher survival rate than the *Lkb1*^f/f^ mice upon lethal *E. coli* challenge, and reducing the T_reg_ cell population in the *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice through DT treatment resulted in poor survival (Fig. 7f), indicating that conditional knockout of the *Lkb1* gene in DCs increases the T_reg_ cell number and the tolerance of the host to primary bacterial infections. Finally, *Lkb1*^f/f^*Foxp3*^DTR^ and *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice treated with DT showed comparable survival rates when challenged with a lethal dose of *E. coli* (Supplementary Fig. 13b). These results indicate that the Lkb1 depletion-induced expansion of the T_reg_ cell population promotes tolerance to primary bacterial infections but is dispensable for establishing tolerance to secondary infections.

**Fig. 7:**
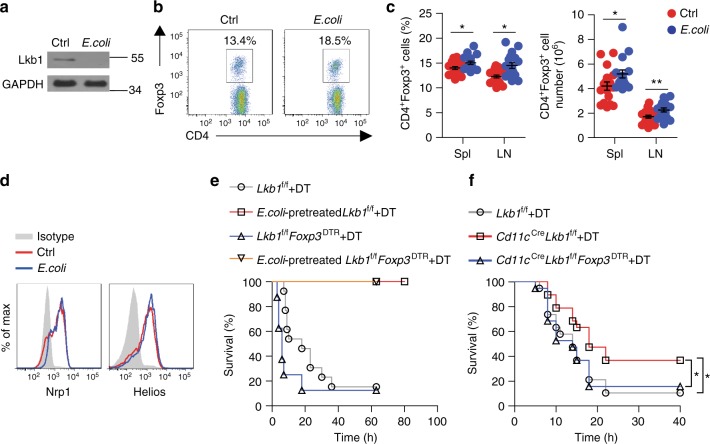
*E. coli* infection induces T_reg_ cell expansion and suppression through depleting Lkb1 in DCs. **a** Immunoblot analysis of Lkb1 protein in DCs from C57 mice challenged with or without *E. coli* (1×10^7^) via intraperitoneal injection overnight. **b** Flow cytometric analysis of splenic T_reg_ cells from C57 mice treated with or without *E. coli* (1×10^7^) 5 days in advance. **c** Percentage and absolute number of T_reg_ cells in the spleen and LNs of C57 mice treated with or without *E. coli* (1×10^7^) 5 days in advance (Ctrl, *n* = 18; *E. coli*, *n* = 17). **d** Flow cytometric analysis of Nrp1 and Helios expression on splenic T_reg_ cells from C57 mice challenged with or without *E. coli* (1×10^7^) 5 days in advance. **e** The survival curve of *Lkb1*^f/f^ (*n* = 13 each group) and *Lkb1*^f/f^*Foxp3*^DTR^ mice (*n* = 8 each group) pre-treated with or without *E. coli* (1×10^7^, 5 days in advance), treated with DT (50 μg kg^−1^, 2 days in advance), and then challenged with a lethal dose of *E. coli* (1×10^8^). **f** The survival curve of *Lkb1*^f/f^ mice, *Cd11c*^Cre^*Lkb1*^f/f^ mice, and *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice treated with DT (50 μg kg^−1^, 2 days in advance) and challenged with a lethal dose of *E. coli* (1×10^8^) administered by intraperitoneal injection (*n* = 19 each group). Each symbol (**c**) indicates an individual mouse; the results are presented as the mean ± S.E.M., *P < 0.05, **P < 0.01, by Student's *t*-test (**c**). Log-rank survival curve analysis was used (**e**, **f**). Data are pooled from **c**, **f** or are representative of three **a**, **b**, **d**, **e** independent experiments with similar results

### Lkb1 discriminates regulatory from inflammatory programmes

While LPS is a well-known pathogenic factor that acts on DCs to promote inflammation, here, we show that LPS also depletes Lkb1 in DCs to induce T_reg_ cell expansion and immunosuppression. 

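DCs sorted from the spleens of untreated control mice and of LPS-treated mice were each hybridized to 1 array of the type used for the *Lkb1* comparison. LPS, the endotoxin of Gram-negative bacteria, was given overnight, and the paper's text does not state its dose for these arrays. The labels give wild-type C57BL/6 for both arrays, whereas the legend of Fig. 8b gives *Lkb1* f/f for the LPS-treated mice. Both arrays had a median log2 value of 4.14. Of the 41345 probe sets, 33649 have a value on both arrays and 7696 do not. The value was equal to the last digit on both arrays for 18249 probe sets (54.2%), so that their difference is 0. With 1 array per condition, the difference between LPS and control has no replicate check, and no p is given for single genes. A gene list was placed by the percentile of its median among 10000 random lists of equal size matched on mean log2 value. The effect of LPS was compared with that of *Lkb1* deletion by limma on all 8 arrays, with the spread taken from the WT and Lkb1-deficient arrays (4 residual degrees of freedom). With the replicate number as a block it has 2 residual degrees of freedom and also takes the LPS and control arrays as a pair like the others, which no label states, so calls for single genes from it are left out. This comparison assumes that the lone LPS and control arrays vary like the others, which cannot be checked and which the 2.95% to 8.28% of equal values in the pairs of WT and Lkb1-deficient arrays leave in doubt.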

To understand the molecular basis that differentiates the regulatory and pro-inflammatory functions, we further profiled the transcriptome of DCs sorted from mice treated with or without LPS for comparison with the aforementioned transcriptional signature of Lkb1-deficient DCs (Supplementary Data 1 and 2). 

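LPS activates DCs through a Toll-like receptor and raises acute-phase, cytokine and interferon-response transcripts. In DCs from LPS-treated mice, *Saa3*, an acute-phase protein, was 142-fold higher, at log2 values of 4.94 on the control array and 12.08 on the LPS array. *Lcn2*, an iron-sequestering protein, *Cfb*, complement factor B, and *Hp*, haptoglobin, had log2 differences of 5.50, 3.86 and 3.52. Of 51 genes of the acute inflammatory response, 23 were at least 1.5-fold higher and 2 lower. The inflammatory response list had 44 genes higher and 20 lower of 131, and the list of inflammatory effector molecules had 20 higher and 7 lower of 50. The median log2 differences of these 3 lists were 0.26, 0.06 and 0.21, at percentile 100 of the random lists for each, by the mean of the list as well. Interferon-stimulated genes had a median of 1.73, also at percentile 100, with 48 of 55 at least 1.5-fold higher. Among them, *Ifit1*, *Oasl1* and *Isg15* had log2 differences of 3.62, 3.80 and 3.02. In Lkb1-deficient DCs, the medians of the acute, inflammatory response and effector lists were 0.04, 0.02 and −0.01. With the replicate number as a block, 2 genes rose and 2 fell in the acute list, 13 rose and 7 fell in the inflammatory response list, and 3 rose and 4 fell in the effector list when adjusted over the list alone. Over all probe sets with the block, *Ccl22* and *Il12b*, a chemokine and an interleukin subunit, rose in the inflammatory response list, and *Mmp25* rose and *Mmp12* fell in the effector list. The acute list and the effector list did not pass camera (adjusted p = 0.117 and 0.357). The inflammatory response list passed it as higher (adjusted p = 0.00928, and adjusted p = 0.773 with an estimated correlation), but not with the block (adjusted p = 0.112). By fgsea it was enriched among higher genes, with a normalized score of 1.84 (adjusted p = 3.2e-04), and the acute and effector lists did not pass (0.107 and 0.127). Leaving out 1 array, which keeps its same-numbered partner and so shifts the level of all probe sets, changed these calls. Camera sets a list against other genes, so an equal shift of all probe sets would not by itself change a call. The cause was not tested. The effector list passed as higher without WT replicate 3 or Lkb1-deficient replicate 1 or 2 (4.7e-19, 3.1e-07 and 0.00434) and as lower without WT replicate 1 or 2 or Lkb1-deficient replicate 3 (4.2e-04, 0.0365 and 4.8e-09). The acute list passed as higher without WT replicate 3 or Lkb1-deficient replicate 1 or 2 (3.7e-07, 0.00203 and 0.0113). The inflammatory response list did not pass without WT replicate 1 or 2 or Lkb1-deficient replicate 3 (0.19, 0.411 and 0.609). On the assumption that the lone arrays vary like the others, the effect of LPS minus that of *Lkb1* deletion was higher than in other genes for the acute, inflammatory response, effector and interferon lists (camera, adjusted p = 3.6e-40, 1.1e-08, 9.7e-13 and 3.1e-107). With an estimated correlation these became 0.0997, 0.664, 0.0932 and 0.0932. Of the acute, inflammatory response and effector genes, 3, 15 and 3 are in Supplementary Data 1. Markers of CD8+ cDC, a splenic DC subset, moved in the same comparison, with *Xcr1* and *Tlr3* at log2 differences of −3.92 and −3.03 after LPS.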

GSEA showed that pathways related to inflammatory responses, inflammatory effector processes, immune responses and acute immune responses were significantly upregulated in DCs from LPS-treated mice, while no significant enrichment in these gene sets appeared in Lkb1-deficient DCs (Fig. 8a). 

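The interferon-induced chemokines *Cxcl10*, *Cxcl11* and *Cxcl9*, which attract activated T cells, had log2 differences of 2.92, 2.68 and 1.64 between the LPS and control arrays. *Ccl5*, another T cell chemokine, went from 11.46 to 13.08. The cytokines *Il1a*, *Il15*, *Il1f9* and *Il27* had differences of 2.01, 1.93, 1.42 and 1.29, and *Cd80*, a ligand of the T cell receptor CD28, one of 1.84. Against the mean of the control and the 3 WT arrays, a control chosen for single genes after the data were seen, that of *Il1f9* was 0.20, under 1.5-fold. In Lkb1-deficient DCs, the log2 differences of these 9 genes ran from −0.57 (*Il1a*) to 0.57 (*Il15*). None passed limma's test (adjusted p = 1 for each), nor did any with the replicate number as a block (adjusted p from 0.17 to 0.982). At an unadjusted p under 0.05 with the block, *Il15* and *Cd80* were higher, at log2 differences of 0.57 and 0.33. Over 22 alternatives, fits without 1 array among them, these ran from 0.29 to 0.83 and from −0.20 to 0.80. On the assumption that the lone LPS and control arrays vary like the others, the effect of LPS minus that of *Lkb1* deletion passed for none of the 9 (limma, adjusted p = 1 for each). With 1 array each for LPS and control, this test could pass only very large differences. Its 1 call was *Saa3*, at log2 differences of 7.15 after LPS and −0.16 after deletion. For the 9 genes it therefore cannot tell alike from unlike effects. Across the array, 1222 probe sets were at least 1.5-fold higher after LPS and 1330 lower. Of the 1222, 1133 (92.7%) did not meet 1.5-fold and an unadjusted p under 0.05 in Lkb1-deficient DCs, and 949 (77.7%) did not with the block. The numbers higher in both comparisons were 87 without the block and 263 with it, against 4.21 and 18.1 for independent lists. Without the block, 2 were higher after LPS and lower in Lkb1-deficient DCs, *Gzma*, a cytotoxic granule protease, and *Scn3a*, both named after their values were seen. Independent lists would share 0.726, and with the block 10 did, against 9.73. The log2 difference of *Gzma* in Lkb1-deficient DCs, −1.29, was −0.69, −0.38 and −0.29 without WT replicates 2 and 3 and Lkb1-deficient replicate 1, and −2.79 and −2.08 without WT replicate 1 and Lkb1-deficient replicate 3. *Saa3* was the only probe set whose 2 effects differed at an adjusted p under 0.05 in limma (3.5e-05). This count of 1 was 0 with quantile normalization and with median centring (703 and 418 at an unadjusted p under 0.05), 330 with the block, if the LPS and control arrays form a pair, which no label states, and 2 to 6 without WT replicate 1 or 3 or Lkb1-deficient replicate 1 or 3, with 6 without Lkb1-deficient replicate 3.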

A substantial proportion of the upregulated transcripts in DCs from LPS-treated mice were not significantly altered in Lkb1-deficient DCs, including genes encoding the pro-inflammatory cytokines *Il1α*, *Il27*, *Il15* and *Il1f9*, the costimulation molecule *Cd80*, and the chemokines *Cxcl11*, *Cxcl9*, *Cxcl10* and *Ccl5*, which was confirmed by real-time PCR (Fig. 8b, c and Supplementary Data 2). However, *Ox40l*, the upregulated transcript in Lkb1-deficient DCs, was also increased in DCs from LPS-treated mice, and real-time PCR and flow cytometry further confirmed that LPS could upregulate OX40L expression in DCs (Fig. 8d–f). These results demonstrate that Lkb1 operated as a “regulatory switch” to discriminate the regulatory from the pro-inflammatory transcriptional programme in DCs.

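*Tnfsf4* had a log2 value of 4.66 on the untreated control array and 5.84 on the LPS array, which is 2.26-fold. Against the mean of the control and the 3 WT arrays, chosen for single genes after the data were seen, its log2 difference was 1.72. The effect of LPS on *Tnfsf4* was not shown to differ from that of *Lkb1* deletion (limma, adjusted p = 1). With 1 array each for LPS and control the test could pass only very large differences, so it does not show that the effects were alike. *Tnfrsf4*, the gene of the receptor OX40, had a log2 difference of 1.26 after LPS. The other immune adhesion transcripts were higher on the LPS array as well, with log2 differences of 1.27 for *Cd40*, 2.76 for *Fas* and 2.36 for *Pdcd1*. *Cd86*, like *Cd80* a ligand of CD28, had a difference of 0.38, and 0.71 against the mean of the control and the 3 WT arrays. Of the 35 costimulatory and coinhibitory molecules, 18 were at least 1.5-fold higher after LPS and 4 lower. Their median log2 difference was 0.70, at percentile 100 of the random lists. *Stk11* had the same value of 7.10 on both arrays, and a difference of 0.45 against the mean of the control and the 3 WT arrays.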

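DC maturation is the change by which DCs lose antigen uptake, raise costimulation and migrate towards T cells. Transcripts of a list for it were higher both in Lkb1-deficient DCs and in DCs from LPS-treated mice. The paper found surface MHC class II, CD80 and CD86 not significantly different between the genotypes. From this it infers that Lkb1 hardly affects DC activation. MHC antigen presentation genes had a median log2 difference of 0.03 after deletion (camera, adjusted p = 0.943). The list's rise in RNA therefore does not show that Lkb1-deficient DCs were mature. *Socs2*, a feedback inhibitor of cytokine signalling, went from 6.96 ± 1.13 in WT DCs to 9.26 ± 0.91 in Lkb1-deficient DCs (SD, n = 3; limma with the replicate number as a block, adjusted p = 0.0251), and had a log2 difference of 2.76 after LPS. *Cd63*, a tetraspanin of late endosomes, rose by 2.20 with the block (adjusted p = 0.0177) and had a difference of 1.70 after LPS. *Nudt17*, a Nudix hydrolase, rose by 2.08 (0.0177), with 0.55 after LPS (1.05 against the mean of the control and the 3 WT arrays). *Dll4*, a Notch ligand, rose by 1.28 (0.0334; 0.83 with 16 added to the linear value), and had a difference of 3.40 after LPS. *Ccr7*, the receptor that guides mature DCs to T cell zones, had differences of 0.95 and 1.44 and did not pass in Lkb1-deficient DCs (limma with the block, adjusted p = 0.17). After deletion, that of *Ccr7* was 0.28 and 0.57 without WT replicate 3 and Lkb1-deficient replicate 1, and 1.56 and 1.46 without WT replicate 1 and Lkb1-deficient replicate 3. The median of all probe sets was then −0.35 and −0.23, and 0.19 and 0.31, against −0.02 on all arrays. *Il12b*, the shared subunit of IL-12 and IL-23, rose by 1.33 in Lkb1-deficient DCs (0.0334; 0.79 without WT replicate 3), and had a difference of −0.80 after LPS (−0.24 against the mean of the control and the 3 WT arrays, chosen after the data were seen). Of 53 genes of DC maturation and migration, 42 rose and none fell with the block when adjusted over the list alone, and 14 rose and none fell over all probe sets (limma; 43 higher and none lower at an unadjusted p under 0.05). Without the block, 7 rose when adjusted over the list alone. Of the 53, 33 are in Supplementary Data 1, which had been read when the list was written, so the list is not independent evidence. Its median log2 difference was 0.89, 0.85 and 0.88 in the pairs of replicates 1, 2 and 3 (camera, adjusted p = 7.3e-112, and adjusted p = 0.197 with an estimated correlation). After LPS the median was 1.13, with 43 genes at least 1.5-fold higher and 2 lower. NF-κB target and feedback genes had medians of 0.18 and 0.67 after *Lkb1* deletion and after LPS (camera after deletion, adjusted p = 1.1e-10, and adjusted p = 0.773 with an estimated correlation; 6.4e-06 with the block). Of these 52 genes, 17 rose and 5 fell with the block when adjusted over the list alone, and *Tnip3*, an NF-κB inhibitor, rose by 1.81 (limma with the block, adjusted p = 0.0334). If the lone LPS and control arrays vary like the others, the effect of LPS exceeded that of *Lkb1* deletion in the maturation and NF-κB lists (camera, adjusted p = 7.7e-05 and 7.9e-14), but not with an estimated correlation (0.76 and 0.538). In the adhesion list, 10 genes were at least 1.5-fold higher after LPS and 19 lower, and 48 of 122 had equal values, which fix its median at 0.00. Its mean was −0.18, at percentile 0.14 of the random lists, a summary chosen after the data were seen. From inflammatory pathways raised in DCs from LPS-treated mice but not in Lkb1-deficient DCs, and *Ox40l* raised in both, the paper concludes that Lkb1 acts as a switch between the regulatory and the pro-inflammatory programme.

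**Figure D2:**
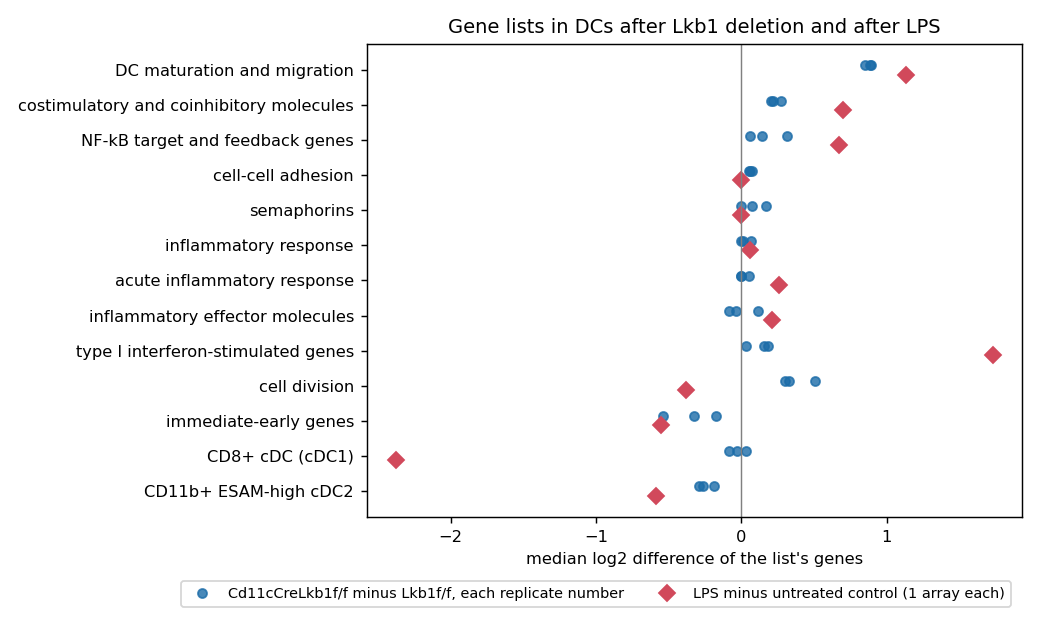
Median log2 difference of the genes of 13 lists, in *Cd11c* Cre*Lkb1* f/f minus *Lkb1* f/f DCs for each replicate number (circles) and in LPS minus untreated control DCs (diamonds, 1 array each). DC maturation lies between 0.85 and 0.89 in the pairs and at 1.13 after LPS, and after LPS interferon-stimulated genes lie at 1.73 and CD8+ cDC markers at −2.37.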

**Fig. 8:**
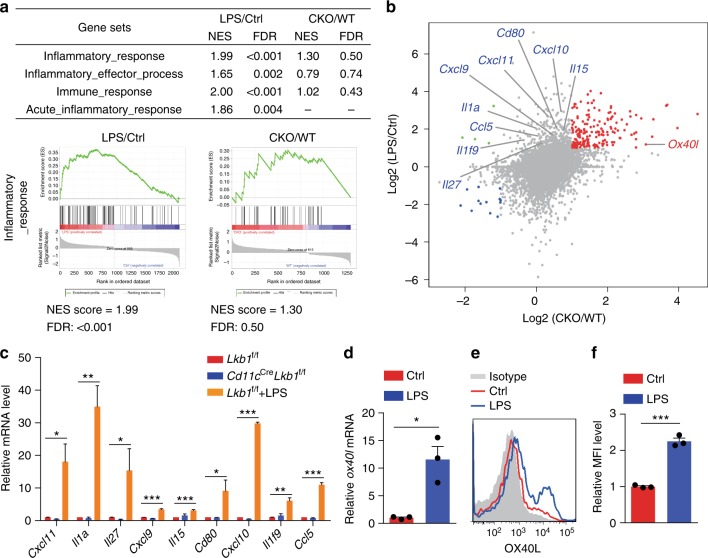
Lkb1 discriminates regulatory from inflammatory transcriptional programmes. **a** GSEA of transcriptional profiles of DCs from mice treated with LPS compared with that of *Cd11c*^Cre^*Lkb1*^f/f^ mice. The upper part shows the list of gene sets related to inflammation; the lower part shows a representative plot of the gene set; –, no enrichment. **b** Scatter plot of Log_2_ counts of the genes expressed in splenic DCs from *Lkb1*^f/f^ mice treated with LPS (*n* = 1) compared with those from *Cd11c*^Cre^*Lkb1*^f/f^ mice (*n* = 3). Grey dots mark genes with less than two-fold change in any group. Red and blue dots mark the positively correlated genes with more than two-fold change from the two groups, while negatively correlated genes are indicated in green. The names of pro-inflammatory genes only upregulated in LPS-treated DCs are indicated in blue characters, and *Ox40l*, upregulated in both groups, is indicated in red characters. **c** mRNA levels of *Cxcl11, Il1a, Il27, Cxcl9, Il15, Cd80, Il1f9, Cxcl10* and *Ccl5* in splenic DCs from *Lkb1*^f/f^ mice, *Lkb1*^f/f^ mice treated with LPS, and *Cd11c*^Cre^*Lkb1*^f/f^ mice. **d** mRNA level of *Ox40l* in DCs sorted from mice treated with or without LPS. **e**, **f** Flow cytometric analysis (**e**) and quantification of relative MFI (**f**) of OX40L protein expression on splenic DCs from mice treated with or without LPS (1.5 mg kg^−1^). The results are presented as the mean ± S.E.M., *P < 0.05, **P < 0.01, ***P < 0.001, by Student's *t*-test (**c**, **d**, **f**). Data are pooled from **c, d, f** or are representative of **e** at least two independent experiments with similar results

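Over the 33649 probe sets with a value on all 8 arrays, 105 were past 2-fold higher both after LPS and in Lkb1-deficient DCs, and 24 were past 2-fold lower in both. Independent lists of these sizes would share 3.06 and 0.792. Another 4 were past 2-fold in opposite directions, against 3.92 for independent lists. These were *Scn3a* and *Gzma*, lower in Lkb1-deficient DCs and higher after LPS, *Klra17*, a lectin-like receptor with log2 differences of 1.01 and −1.59, and 1 probe set without a single gene symbol (1.65 and −1.30). *Klra17* and the unnamed probe set were chosen after their values were seen. The count of 4 was 8 without WT replicate 3 and 11 without Lkb1-deficient replicate 2 or 3. Across probe sets, which are not independent replicates, the log2 differences of the 2 comparisons had a Pearson correlation of 0.354 and a Spearman correlation of 0.170. The comparisons share no array. Taking each pair of replicates alone gave a Pearson r of 0.247, 0.313 and 0.238, and leaving out 1 array gave 0.245 (WT replicate 1) to 0.307 (WT replicate 3).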

## Discussion

Along with tolerogenic DCs that are thought to be associated with developmental immaturity^45,47,48^, the concept of “regulatory DCs”, which are proposed to evolve under certain immune conditions and exhibit a superior immunosuppressive capacity, has been considered for decades^10,45^, but the underlying mechanism that governs the specification of this distinctive lineage is still elusive. In this study, we demonstrate that a deficiency in Lkb1, achieved through either artificial gene deletion or bacteria/LPS-induced protein depletion, establishes the regulatory function of DCs to augment T_reg_ cell expansion under either steady-state or inflammatory conditions. These findings indicate a mechanism underlying this regulatory functional specification.

An increasing body of evidence suggests that bacterial infection not only induces the activation of effector cells to eliminate pathogens but also elicits immunosuppression that involves iT_reg_ cell de novo generation^1,45,49^. In our study, judging from the positive expression of Nrp1 and Helios, nT_reg_ but not iT_reg_ cells are major components of the enlarged T_reg_ cell pool in mice intraperitoneally challenged with bacteria or LPS. We showed that bacteria and LPS pre-treatment provided protection against a lethal secondary infection. LPS pre-treatment-induced Lkb1 depletion promoted T_reg_ expansion to protect mice from a secondary lethal challenge. However, *E. coli* pre-treatment-induced protection from the secondary lethal infection was largely independent of T_reg_ expansion, indicating that other tolerance mechanisms might exist, which may override the effect of T_reg_ cell expansion during bacterial infection. Nonetheless, functional genomic analysis revealed that the Lkb1 deficiency established a regulatory transcriptional programme in DCs without interfering with the pro-inflammatory transcriptional programme, thus providing a unique molecular basis for bacterial infection-induced tolerance.

Despite the well-recognized role of OX40L–OX40 interactions in promoting effector T cell responses^29,30^, the impact of OX40L–OX40 interactions on T_reg_ cells remains controversial. Some reports have suggested that OX40 favours T_reg_ cell suppression via increasing expansion^27,50^, while others have demonstrated that OX40 represss T_reg_ cell suppressive function due to T_reg_ cell exhaustion and a lack of IL-2^31^. Our study defines the role of OX40L–OX40 interactions in promoting T_reg_ cell proliferation driven by Lkb1-deficient DCs. Although the upregulation of OX40L on Lkb1-deficient DCs was moderate, it had a significant impact on T_reg_ cell proliferation, as blocking OX40L on Lkb1-deficient DCs reduced T_reg_ cell proliferation to an extent similar to that of blocking both CD80 and CD86, which are known as strong stimulators of T_reg_ cell proliferation^37^. However, blocking OX40L on Lkb1-deficient DCs could only partially rescue the enhanced proliferation of T_reg_ cells, suggesting that other molecules might also contribute to T_reg_ cell proliferation. Indeed, Lkb1 also suppressed the expression of other cell membrane molecules, including semaphorins, which are involved in cell adhesion and communication^51,52^, and CCL22, which is thought to promote T_reg_ cell chemotaxis^53,54^. 

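Semaphorins are membrane and secreted proteins that guide cell contacts, and plexins and neuropilins are their receptors. *Sema7a*, a membrane-anchored semaphorin, went from 7.73 ± 1.11 in WT DCs to 9.24 ± 0.90 in Lkb1-deficient DCs on the log2 scale (SD, n = 3; limma with the replicate number as a block, adjusted p = 0.0344, and 1 without it). Without WT replicate 3 its log2 difference fell from 1.52 to 0.90, and the median of all probe sets from −0.02 to −0.35. *Sema4c*, *Sema3f* and *Sema4a* had log2 differences of 1.07, 0.99 and 0.77 (limma with the block, adjusted p = 0.118, 0.0959 and 0.11), and *Sema6d* and *Sema4d* had 0.54 and −0.41 (0.31 and 0.342). Of 20 semaphorins measured, 4 rose and none fell with the block when adjusted over the list alone, and 1 rose and none fell over all probe sets (limma; 5 higher and 1 lower at an unadjusted p under 0.05). The list's median was 0.02 and its mean 0.21 (camera, adjusted p = 0.00178, and adjusted p = 0.773 with an estimated correlation; 0.037 with the block). Of 11 plexins and neuropilins, *Nrp2* and 1 more gene rose with the block when adjusted over the list alone. That list had a median of −0.01 but a mean of 0.28, and passed camera as higher (adjusted p = 0.00163, and adjusted p = 0.773 with an estimated correlation) but not with the block (0.34). *Ccl22*, a ligand of CCR4, the chemokine receptor of T_reg_ cells, went from 6.68 ± 1.02 to 9.17 ± 0.84 (SD, n = 3). This log2 difference of 2.49 passed with the block (limma, adjusted p = 0.0305) but not without it (0.347). *Ccl17*, the other CCR4 ligand, had a difference of 0.44 (limma with the block, adjusted p = 0.403), and 0.04 to 0.74 over 22 alternatives. These were the 2 measured genes of the CCR4 and CCR7 ligand list, with a median of 1.47 (camera, adjusted p = 1.6e-15, and adjusted p = 0.124 with an estimated correlation). This rests mainly on *Ccl22*. Of the 2, 1 is in Supplementary Data 1, which had been read when the list was written, so the list's p is not independent evidence. After LPS, *Ccl22* and *Sema7a* had log2 differences of 1.46 and 2.48 (2.61 for *Ccl22* against the mean of the control and the 3 WT arrays, chosen after the data were seen), and *Sema4d* one of −1.73. After LPS, 2 of the 20 semaphorins were at least 1.5-fold higher and 3 lower, and 11 had equal values, so the list's median of 0.00 does not show that it was unchanged. Of the semaphorins, 4 are in Supplementary Data 1.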

The impact of these molecules on T_reg_ cells within the complex immune microenvironment cannot be excluded. Therefore, we propose that Lkb1 might control a number of genes in DCs to govern the magnitude of T_reg_ cell expansion in vivo.

We found that NF-κB p65 activation induced *Ox40l* expression in Lkb1-deficient DCs and that the inhibition of NF-κB signalling in Lkb1-deficient DCs reduced the proliferation of T_reg_ cells, suggesting that NF-κB activation in Lkb1-deficient DCs promotes T_reg_ cell proliferation at least via the upregulation of OX40L. NF-κB is a well-known mediator of TLR-triggered pro-inflammatory immune responses^38^. Therefore, it was surprising that Lkb1 deficiency-triggered p65 activation promoted the regulatory but not the pro-inflammatory function of DCs. Indeed, the conditional deletion of Lkb1 did not lead to the activation of IKKα/β or the degradation of IκBα. This unusual Lkb1 regulation of NF-κB signalling is in contrast with the results of previous studies showing that Lkb1 regulates IKKα/β activation in other immune cell types;^18,19^ thus, this might be a unique mechanism for discriminating the regulatory programme from the pro-inflammatory programme in DCs. In addition to OX40L, we cannot exclude the possibility that Lkb1-controlled NF-κB signalling might regulate other molecules to affect T_reg_ cell homeostasis, which awaits future clarification.

Lkb1 also plays intrinsic roles in T_reg_ cells. Our previous work demonstrates that Lkb1 promotes T_reg_ cell Foxp3 expression and suppressive function^18^. In addition, Lkb1 was recently shown to programme T_reg_ cell metabolic and functional fitness^55^. Intriguingly, here, we show that Lkb1 operates in DCs to negatively regulate T_reg_ cell expansion and immunosuppression. Furthermore, LPS treatment selectively depleted Lkb1 in DCs but not in T_reg_ cells to potentiate immunosuppression. Surprisingly, the conditional deletion of Lkb1 in monocytes/macrophages, which share certain functions (e.g., antigen presentation, inflammatory mediator production) with DCs, did not lead to T_reg_ cell expansion. Together, these results highlight an environment- and cell type-conditioned function of Lkb1 in the orchestration of immunity versus tolerance.

In conclusion, these findings indicate that the abundance and immunosuppression strength of T_reg_ cells are dynamically governed, in both a feedforward and feedback manner, by the Lkb1 “regulatory switch” in DCs to maintain immune equilibrium. Our study also revises the concept of “regulatory DCs” by providing evidence supporting a unifying model of regulatory and inflammatory programmes that can co-evolve but are separately instructed by different signals in the same DCs during maturation/activation. These findings provide insight into the sophisticated DC-T_reg_ cell interactions that are fundamental for controlling immune equilibrium. Given that dysregulated T_reg_ cell pools are involved in the pathogenesis of various cancerous and autoimmune diseases, our work may provide therapeutic targets for the clinical treatment of these T_reg_ cell-related immune diseases.

## Methods

### Mice

All animals were maintained in specific pathogen-free barrier facilities and used in accordance with protocols approved by the Institutional Animal Care and User Committee at the Institute of Hematology, Chinese Academy of Medical Sciences. C57BL/6, *Lkb1*^f/f^, *AMPKα1*^f/f^, *AMPKα2*^f/f^, *Cd11c*^Cre^, *Foxp3*^YFP-Cre^, *LysM*^Cre^, *Foxp3*^DTR^ and NOD/scid IL2Rg^null^ (NSG) mice were purchased from Jackson Laboratories. All mice had been backcrossed with C57BL/6 mice for at least seven generations. *Lkb1*^f/f^, *AMPKα1*^f/f^ and *AMPKα2*^f/f^ mice were crossed with *Cd11c*^Cre^, *LysM*^Cre^ to generate *Cd11c*^Cre^*Lkb1*^f/f^, *Cd11c*^Cre^*AMPKα1*^f/f^*AMPKα2*^f/f^, and *LysM*^Cre^*Lkb1*^f/f^ mice, respectively. *Cd11c*^Cre^*Lkb1*^f/f^ mice were crossed with *Foxp3*^DTR^ mice to generate *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice. All mice were used when 6–8 weeks old unless otherwise noted. The sample size was selected to maximize the chance of uncovering a mean difference with statistical significance. No statistical methods were used to predetermine the sample size. The experiments were not randomized, and the investigators were not blinded to group allocation during the experiments or outcome assessments.

### Cell purification and flow cytometry

For the analysis of cell surface markers, single-cell suspensions were prepared from spleen and LN samples for staining with APC-Cy7-anti-CD4 (100413, Biolegend), APC-Cy7-anti-CD45.1 (110715, Biolegend), APC-anti-CD45.2 (109813, Biolegend), APC-anti-CD4 (100411, Biolegend), APC-anti-MHC II (107613, Biolegend), APC-anti-CD62L (104411, Biolegend), APC-anti-CD304 (neuropilin-1) (145205, Biolegend), PerCP-anti-CD80 (104721, Biolegend), PerCP-anti-CD45.2 (109825, Biolegend), PerCP-anti-CD44 (103035, Biolegend), PerCP-anti-CD8α (100731, Biolegend), FITC-anti-CD62L (104405, Biolegend), FITC-anti-CD279 (PD1) (135213, Biolegend), FITC-anti-CD45.1 (110705, Biolegend), PE-Cy7-anti-CD11c (117317, Biolegend), PE-Cy7-CD45.1 (110729, Biolegend), PE-Cy7-CD86 (105013, Biolegend), PE-Cy7-anti-CD8α (100721, Biolegend), PE-Cy7-anti-CD45.2 (109829, Biolegend), PE-Cy7-anti-CD278 (ICOS) (25–9942–80, eBioscience), PE-anti-CD25 (101903, Biolegend), PE-anti-CD252 (*Ox40l*) (12-5905-81, eBioscience), PE-anti-CD40 (124609, Biolegend), PE-anti-CD95 (Fas) (152607, Biolegend), and PE-anti-CD11c (117307, Biolegend). These antibodies were obtained from eBioscience or Biolegend. CD4^+^ T cells, CD8^+^ T and CD11c^+^ DCs were purified with Dynabeads Untouched Mouse CD4 and CD8 Cell Kits (11416D, 11417D, Invitrogen) and CD11c MicroBeads (130-108-338, Miltenyi Biotec), respectively. The indicated T_reg_ cell populations were sorted from purified CD4^+^ T cells using a FACSAria III system (BD Biosciences), and the sorted populations were >98% pure unless otherwise specified. Intracellular staining with PE-Foxp3 (12-5773-82, eBioscience), APC-anti-Helios (137221, Biolegend), APC-anti-Ki67 (652405, Biolegend), and antibodies to cytokines, including APC-anti-IL-17 (506915, Biolegend), FITC-anti-IL-2 (503805, Biolegend), and PE-anti-IFN-γ (505807, Biolegend) (spleen cells were stimulated with phorbol myristate acetate (PMA, 50 ng ml^-1^) and ionomycin (500 ng ml^−1^) (Sigma-Aldrich) for 4 h before analysis of the cytokine expression in the indicated populations), were performed with Foxp3 staining kits (72-5775-40, eBioscience). Cell surface staining was mostly performed at 4 °C for 30 min. OX40L on splenic DCs was stained at room temperature for 2–3 h. Flow cytometry data were acquired on an LSR II, LSRFortessa (BD Biosciences) or FACSCanto II (BD Biosciences) system and analysed with FlowJo software (Tree Star). Gating strategies are described in Supplemental Table 3.

### T_reg_ cell proliferation

CD4^+^CD25^+^ T_reg_ cells sorted from B6 mice were confirmed to consist of more than 95% of Foxp3^+^ cells and labelled using CFSE Cell Proliferation Kits (Invitrogen) for 8 min. at room temperature and then washed twice with phosphate-buffered saline (PBS). For the *in vitro* study, CFSE-labelled T_reg_ cells were co-cultured with CD11c^+^ cells purified from *Cd11c*^Cre^*Lkb1*^f/f^ and *Lkb1*^f/f^ mice in the presence or absence of recombinant murine IL-2 (100 ng/ml, Biolegend) for 4 days. For the in vivo study, to exclude the influence of DCs from the host, we used NSG mice as recipient mice, whose DCs are defective; 2 × 10^6^ CFSE-labelled T_reg_ cells were transferred together with 1 × 10^6^ DCs purified from *Lkb1*^f/f^ or *Cd11c*^Cre^*Lkb1*^f/f^ mice into sublethally (2 Gy) irradiated NSG mice by tail vein injection. After 3 days, the spleen was removed, and the proliferation of CD4^+^Foxp3^+^ T_reg_ cells was analysed by flow cytometry. In some experiments, DCs were treated with OX40L (R&D, MAB1236 and Bioxcell, BE0033), CD80 (R&D, AF740), and CD86 (R&D, AF-441-NA) neutralizing antibodies or their isotype controls at a concentration of 30 μg/ml at 4 °C for 1.5 h. In some experiments, DCs are sorted from *Lkb1*^f/f^ or *Cd11c*^Cre^*Lkb1*^f/f^ mice treated with or without NF-κB inhibitor SC75741(Selleck, S7273). Mixed BM chimaera mouse models were established by co-transferring equal numbers of total BM cells (1 × 10^7^) from *Lkb1*^f/f^ (CD45.1^+^CD45.2^+^) and *Cd11c*^Cre^*Lkb1*^f/f^ (CD45.2^+^) mice together into lethally irradiated (8 Gy) B6 (CD45.1^+^) mice, followed by reconstitution for at least 6 weeks.

### T_reg_ cell suppression

CD4^+^CD25^-^CD44^lo^CD62L^hi^ naïve T (T_n_) cells sorted from CD45.1^+^ mice were labelled with CFSE and used as responder cells (T_resp_). T_resp_ cells (5 × 10^4^) were cultured for 3 days with DCs (1 × 10^5^) in the presence or absence of the indicated numbers of CD4^+^CD25^**+**^ T_reg_ cells sorted from *Lkb1*^f/f^ or *Cd11c*^Cre^*Lkb1*^f/f^ mice.

### Apoptosis detection

Annexin V and PI staining was performed using an apoptosis detection kit (Biolegend) according to the manufacturer’s instruction to determine the apoptosis of T_reg_ cells in the spleen from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice.

### T cell proliferation and activation

CD4^+^ and CD8^+^ T cells were sorted from OT-II and OT-I transgenic mice, labelled with CFSE, and then co-cultured with *Cd11c*^Cre^*Lkb1*^f/f^ and *Lkb1*^f/f^ DCs loaded with the respective antigen peptide (OVA _323-339_ and OVA_257–264_, Sigma-Aldrich) for 4 days. For the in vivo study, *Lkb1*^f/f^, *Cd11c*^Cre^*Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^*Foxp3*^DTR^ mice treated were with diphtheria toxin (DT) for 2 days; then, CFSE-labelled CD4^+^ T cells were transferred into these mice via tail vein injection. After 1 day, the mice were challenged by a subcutaneous injection of 20μg of OVA protein (A5503, Sigma-Aldrich) with 100 μl of Complete Freund's adjuvant (CFA). In addition, 3 days later, the LNs were removed and the cell populations were analysed by flow cytometry.

### Immunoblot analysis

DCs were sorted from *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice and treated as indicated, and then the cells were lysed with RIPA buffer or nuclear/cytosol fractionation reagent (Bio Vision) supplemented with protease and phosphatase inhibitors. The protein concentration in the extract was measured by BCA assay. The same amount of protein for each sample was separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE), transferred by electroblotting and membranes blocked in 5% milk/Tris buffered saline with Tween 20 (TBS-T) for 1 h. Membranes were incubated with appropriate antibodies overnight at 4 °C, then exposed to secondary antibodies for 2 h at room temperature and developed using ECL Western Blotting Substrate. Western blot was carried out with antibodies against Lkb1 (1:500), phospho-IKKα/β (Ser176/180, 1:500), phospho-IκBα (Ser32, 1:500), phospho-NF-κB p65 (Ser536, 1:500), IKKα (1:500), IκBα (1:500), NF-κB p65 (1:500) and GAPDH (1:1000). These antibodies were purchased from Cell signalling Technology, USA. Uncropped scans of all the blots were provided in the Supplementary Figure 15.

### Microarray and quantitative real-time PCR

DCs were sorted from the spleen of *Lkb1*^f/f^ mice, LPS-treated mice, and *Cd11c*^Cre^*Lkb1*^f/f^ mice for RNA extraction with TRIzol reagent (Invitrogen). Total RNA was reverse-transcribed, amplified, labelled, and hybridized to Mouse Genome 2.0 arrays (Affymetrix). The microarray data sets were analysed using Agilent GeneSpring GS 11 software and GSEA. RNA from different samples was obtained in the same manner as for the microarray analysis, and real-time PCR was performed with SYBR Green PCR Master Mix (ABI). The sequences of the primer pairs used are listed in Supplementary Table 2.

### ELISA

The concentrations of IgG in the serum of *Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ mice were determined by sandwich ELISA (Biolegend), according to the manufacturer's instructions.

### Chromatin immunoprecipitation (ChIP)

ChIP assays were performed using ChIP kits (Active Motif) according to the manufacturer’s protocols. Precipitated DNA and input DNA were assessed by real-time PCR using the primers listed in Supplementary Table 2.

### EAE model

*Lkb1*^f/f^ and *Cd11c*^Cre^*Lkb1*^f/f^ female mice (8–10 weeks old) were immunized subcutaneously (s.c.) with MOG35–55 emulsified in CFA and were administered pertussis toxin (PT) intraperitoneally (i.p.) after 0 and 2 days. In our experiments, the EAE symptoms usually started between days 14 and 28. Disease symptoms were regularly monitored and scored as follows: 0: no clinical signs; 1: flaccid tail; 2: hind limb weakness or abnormal gait; 3: complete hind limb paralysis; 4: complete hind limb paralysis + forelimb weakness or paralysis; 5: moribund or deceased (0–5 graduations with 0.5 for intermediate scores).

### Injection of LPS and bacteria

LPS (Sigma-Aldrich) or *E. coli* provided by Prof. Yuanfu Xu (Chinese Academy of Medical Sciences) in 200 μl of PBS was administered by tail vein or intraperitoneal injection. Bacteria were stored in 20% glycerol at −80 °C. For expansion, bacteria were cultured on LB agar through plated streaking overnight. One colony of bacteria was selected, suspended in 4 ml of LB and incubated for 12 h (200 revolutions/min, 37 °C). The suspension was then centrifuged at 8000 rpm for 5 min. The pellet was washed twice with PBS and then resuspended in PBS. The determined concentration of the suspension was adjusted to the desired dose using PBS.

### Statistics

An unpaired two-tailed Student's *t*-test (for the comparison of two groups) or two-way ANOVA (for the comparison of more than two groups) were performed using Prism (GraphPad) to calculate the statistical significance of differences in the mean values as indicated by the *P* value. *P* values < 0.05 were considered statistically significant. *P < 0.05; **P < 0.01; ***P < 0.001.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The data that support the findings of this study are available from the corresponding author on reasonable request. The microarray data that support the findings of this study have been deposited in the Gene Expression Omnibus under accession number GSE117286. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Control of Treg cell homeostasis and immune equilibrium by Lkb1 in dendritic cells
**Source:** Nat Commun. 2018 Dec 13;9:5298. doi: 10.1038/s41467-018-07545-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Data 1.** Gene expression alterations in Lkb1-deficient DCs ( $\geq 1.5$  fold change)

**Supplementary Data 2.** Gene expression alterations in LPS-treated DCs ( $\geq 1.5$  fold change)

How the deposited data were processed for this re-analysis (not part of the article)

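Splenic DCs were measured on 8 Affymetrix Mouse Gene 2.0 ST arrays. These were 3 arrays for *Lkb1* f/f mice, 3 for *Cd11c* Cre*Lkb1* f/f mice, 1 for untreated control mice and 1 for LPS-treated mice. The authors deposited 1 log2 value per probe set and array. The methods state that the array data were analysed in GeneSpring, and the submitters' notes name MAS5 without a version or a role. Neither names the method of summarisation or of normalization between arrays. The image files were not used here, so every value starts from the deposited log2 values, which run from 0.15 to 13.39. The number of arrays limits the precision.

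The table holds 41345 probe sets, of which 33649 also have values on the control and LPS arrays. Gene symbols came from the array's annotation. A single symbol was given to 23521 probe sets (22180 genes), several to 1814 and none to 16010. By gene number, 23328 were found in the reference annotation, and 0 symbols differed. For gene lists, each gene was represented by its probe set with the highest mean over all 8 arrays. No probe set was left out for a dim signal. The annotation's symbols left *Chuk*, 1 of 27 genes named in the paper's text on these arrays, without a probe set of its own.

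Lkb1-deficient and WT DCs were compared with limma 3.58.1 (linear model and empirical Bayes) in R 4.3.3, with Benjamini-Hochberg adjustment over all 41345 probe sets. Probe sets at an adjusted p under 0.05 were counted, and beside them those at 1.5-fold and an unadjusted p under 0.05, the thresholds the paper gives without stating an adjustment. The standard error of this fit was 0.63 for every probe set, because limma pooled the spread fully, so its p follows the size of the difference alone. Before the data were examined, the tests, the 31 gene lists, the rule for named genes and most alternatives were fixed, but after the fold changes in Supplementary Data 1 and 2 had been read.

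Neither the labels nor the paper's text say that the replicate numbers pair the mice. This was checked from the values. After the genotype means were removed, arrays with the same number correlated at 0.85, 0.80 and 0.74, and arrays with different numbers at −0.13 to −0.61. The threshold for pairing was a correlation of 0.1. Removing the genotype means itself pushes the correlations of different numbers below 0. The values of same-numbered arrays therefore share a structure, which does not show that the mice were paired. Processing of each pair together could give such a structure and narrow the spread of the block's fit. Within pairs, 2306, 1220 and 3422 values were equal to the last digit. Limma with the replicate number as a block is given beside the fit without it.

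Gene lists were tested with camera (preset correlation of 0.01, and again with an estimated correlation), with fry, and with fgsea 1.28.0 at 10000 permutations. The adjustment ran over the 31 lists, and an added count was adjusted over the list alone. The lists were cell-cell adhesion, inflammatory response, acute inflammatory response, inflammatory effector molecules, type I interferon-stimulated genes, MHC antigen presentation, costimulatory and coinhibitory molecules, DC maturation and migration, NF-κB targets, semaphorins, plexins and neuropilins, CCR4 and CCR7 ligands, the Lkb1 complex and AMPK-related kinases, CREB/CRTC targets, cholesterol synthesis, glycolysis and hypoxia, oxidative phosphorylation, cell division, immediate-early genes and sex-linked genes. Lists of cell type markers covered CD8+ cDC, CD11b+ ESAM-high cDC2, CD11b+ ESAM-low cDC2, plasmacytoid DC, B cells, plasma cells, T cells, NK cells, neutrophils, macrophages and monocytes, and erythroid cells. The gene sets of the paper's GSEA are not given in the sources used here.

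For LPS, the difference between 2 single arrays has no replicate check, and limma's calls of it assume that these arrays vary like the others. A list was called high or low when its median lay above percentile 97.5 or below percentile 2.5 of 10000 random lists matched on mean log2 value in 20 bins. The difference between the effects of LPS and of *Lkb1* deletion was tested with limma on all 8 arrays. Of the 2217 rows of Supplementary Data 2, the first 1997 were read, 1020 higher and 977 lower, and their folds were all within 0.1% of those computed here. No overlap was tested on that table.

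Named genes were chosen by rule. The rule took every gene the paper names on these arrays and every semaphorin. For *Lkb1* deletion it took the 12 largest increases and the 12 largest decreases with a single symbol among probe sets past an adjusted p under 0.05 whose groups did not overlap, or, if fewer than 12 passed, among those at an unadjusted p under 0.05 with the same separation. For LPS it took the 10 largest increases and the 10 largest decreases above the median signal, and from each list up to 4 members. At an unadjusted p under 0.05 with separated groups, 73 probe sets with 1 symbol were higher and 6 lower. Separated groups occurred in 237 probe sets (0.573%). Chance gives 10% for exchangeable arrays, which the shared levels of same-numbered arrays go against.

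The steps were tested on simulated data with 200 probe sets of 41345 changed by known folds. The pair levels and the spread of the simulated arrays were taken from the fit with the block. The block is thus the true model there, and the check cannot show whether its spread is too narrow in the real data. At an adjusted p under 0.05, limma without the block recovered 0% of those changed by 1.5-fold, by 2-fold or by 4-fold in the comparison of 3 arrays against 3. At 1.5-fold and an unadjusted p under 0.05 it recovered 0%, 1.49% and 100%. With the block, 16.4%, 88.1% and 100% were recovered at the adjusted threshold, and 20 unchanged probe sets were called. These 20 stood beside 11, 59 and 66 changed ones, so in this simulation the share of false calls exceeded the nominal 0.05. At 1.5-fold and an unadjusted p under 0.05, 158 unchanged probe sets were called with the block and 5 without it. The list raised in the simulation was recovered in both fits, and 0 of 30 others were called. The simulated spread was independent between genes, so this check does not cover correlation among the genes of a list.

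Alternatives were the block, quantile normalization, centring on the median, a filter keeping the 24807 probe sets above a mean log2 value of 3.59 (percentile 40), all 8 arrays in the fit, a trended and robust spread, the methods' t-test, 16 added to the linear value for named genes, another control for LPS, the mean of a gene's probe sets, and leaving out each array. Combinations with the block, and quantile normalization with the methods' t-test, were added after seeing the data. Other packages were data.table 1.17.8, statmod 1.5.0, Python 3.11.15 and matplotlib 3.10.9.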

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

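The tests of explanations and the other splits of the arrays were chosen only after the results had been seen.

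Several gene groups moved after *Lkb1* deletion, measured as the median log2 difference of a list and tested with camera. DC maturation and migration had 0.95, with 51 of 53 genes above 0 (adjusted p = 7.3e-112, and adjusted p = 0.197 with an estimated correlation). Cell division had 0.39, with 42 of 43 genes above 0 (adjusted p = 1.1e-16, and adjusted p = 0.754 with an estimated correlation). With the replicate number as a block, 24 of its genes rose and none fell when adjusted over the list alone, and none passed over all probe sets (limma; 30 higher and none lower at an unadjusted p under 0.05). *Cep55*, *Uhrf1*, *Melk* and *Kif15*, genes of mitosis and replication, had log2 differences of 0.88, 0.83, 0.72 and 0.69, and of 0.40, 0.52, 0.29 and 0.25 without WT replicate 3, the lowest of each over the alternatives. Interferon-stimulated genes had 0.17, with 39 of 55 above 0 (adjusted p = 4.4e-06, and adjusted p = 0.773 with an estimated correlation), and *Ifitm1* rose by 1.58 with the block (limma, adjusted p = 0.0305). Immediate-early genes, which respond within minutes to stimulation or handling, had −0.34 (adjusted p = 1.4e-10, and adjusted p = 0.754 with an estimated correlation). *Egr1*, *Egr2* and *Egr3* had log2 differences of −1.18, −1.19 and −1.31. These were −0.57 (*Egr1*, without WT replicate 2), −0.67 (*Egr2*, without WT replicate 1), −0.51 and −0.71 (*Egr1* and *Egr2*, without Lkb1-deficient replicate 3), −1.86 (*Egr1*, without Lkb1-deficient replicate 2), and −1.99, −1.90 and −2.06 without WT replicate 3. Fits without 1 array also shift the level of all probe sets, to a median of −0.35 without WT replicate 3. Of the DC maturation genes, 33 of 53 are in Supplementary Data 1, which had been read when the list was written, so its p is not independent evidence. Of the cell division, interferon-stimulated and immediate-early genes, 7, 6 and 4 are in it.

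Of 11 lists of cell type markers, those of CD11b+ ESAM-high cDC2, B cells, NK cells, and macrophages and monocytes passed camera as lower after *Lkb1* deletion, that of erythroid cells passed as higher, and the other 6 did not pass. With the block the erythroid list did not pass (0.0787) and the other 4 still did. None passed with an estimated correlation. CD11b+ ESAM-high cDC2 markers had a median of −0.36 (camera, adjusted p = 9.1e-08, and adjusted p = 0.754 with an estimated correlation), with 3 of 11 genes in Supplementary Data 1. B cell markers had −0.35, at a median WT log2 level of 8.05 (camera, adjusted p = 1.0e-06, and adjusted p = 0.754 with an estimated correlation). NK cell markers had −0.40, at a WT level of 5.04 (camera, adjusted p = 4.6e-06, and adjusted p = 0.197 with an estimated correlation), and 4 of 13 are in another list. The B cell median was 0.23, −0.59 and −0.62 in the pairs of replicates 1, 2 and 3, and the list passed in the other direction without WT replicate 3 (0.00185) or Lkb1-deficient replicate 2 (0.00471). The NK cell list changed direction and did not pass without WT replicate 3 (0.759).

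After LPS, several lists lay below the random lists. CD8+ cDC markers had a median of −2.37, with 16 of 17 at least 1.5-fold lower, among them *Xcr1*, *Wdfy4* and *Naaa* at −3.92, −3.50 and −2.80. B cell markers had −0.89, with *Bank1* and *Cd37* at −2.44 and −2.35. Cell division had −0.38, with *Kif23* and *Kif11* at −1.58 and −1.01, and immediate-early genes had −0.56. All 4 lay at percentile 0 of the random lists. If the lone LPS and control arrays vary like the others, the effect of LPS on cell division was lower than that of *Lkb1* deletion (camera, adjusted p = 6.2e-23, but 0.405 with an estimated correlation), as was that on CD8+ cDC markers (5.6e-84, but 0.0932).

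DC maturation genes were higher both after *Lkb1* deletion and after LPS. Loss of CD8+ cDC from the sorted cells would have lowered their markers in Lkb1-deficient DCs as well, but the mean of the pairs' medians was −0.027. Normalization between arrays is also argued against, as the list's median was 0.94 after quantile normalization. A larger share of mature DCs among the sorted cells cannot be told apart from a change in each cell, because CD11b+ ESAM-high cDC2 markers were lower, at −0.25 as the mean of the pairs, and arrays of sorted cells do not separate the explanations. An effect of *Lkb1* deletion on maturation itself may also apply and stays open, and handling of the cells was not tested. The paper found surface MHC class II, CD80 and CD86 not significantly different between the genotypes, which arrays of RNA do not measure.

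Values equal to the last digit occurred on 18249 probe sets between the control and LPS arrays, and on 2306, 1220 and 3422 between WT and Lkb1-deficient arrays of replicates 1, 2 and 3. Arrays of different pairs shared 0 equal values at matching probe sets, which is consistent with summarisation of each pair of arrays together by the authors. A floor set under dim values is argued against as the whole cause, because 12.3% of probe sets were equal among the brightest 10% of the control array. No biological explanation was tested, and equal values set differences of 0 that no replicate of LPS can check.

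Limma called more probe sets with the replicate number as a block than without it. Array level and distribution alone are argued against, since after quantile normalization the lowest correlation of same-numbered arrays was 0.717. The sex of the mice alone is argued against too, since the differences between replicates 1 and 3, which share the level of sex-linked genes, correlated at 0.788 across genotypes. A shared day of sorting or hybridization, litter or summarisation of each pair may underlie the pairing and stays untested.

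The 6 arrays give 10 splits into 3 and 3, too few for a share under 0.05, and as many or more calls came from 5 (adjusted), 7 (1.5-fold) and 3 (lists) of them, the real one included. Limma without the block called 4 probe sets for the real split and up to 3785 for another at an adjusted p under 0.05, and 149 and up to 13670 at 1.5-fold and an unadjusted p under 0.05. Camera called 19 lists for the real split and up to 20 for another. The splits with the highest counts put both arrays of a pair on one side, which points to a structure of the samples. Only 4 of the 10 splits, the real one included, part all 3 pairs, also too few for such a share. With the block, the real one of these called 95 probe sets, 1222 and 16 lists, and the highest of the other 3 called 0, 373 and 6.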

How the results depend on the processing

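Combinations of the block with another choice, the block without a pair, quantile normalization with the methods' t-test, the block in the comparisons with LPS, the other control for single genes after LPS, counts with 16 added to the linear value, and the mean of a list were chosen only after the result was seen.

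Directions of genes past limma's threshold were kept under all alternatives. With the replicate number as a block, which allows for the shared values of same-numbered arrays, 84 of 107 genes named in the text stayed on their side of the threshold. The other 23 moved past it. The block raised the count of probe sets at an adjusted p under 0.05 from 4 to 95, and at 1.5-fold and an unadjusted p under 0.05 from 149 to 1222. All 4 and 147 of the 149 were shared.

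The count of 4 became 0 with 16 added to the linear value (166 at an unadjusted p under 0.05), where the count of 149 was 154. It became 2 with quantile normalization and 0 with median centring, with the methods' t-test and with quantile normalization and the methods' t-test. At an unadjusted p under 0.05 the last 3 called 697, 111 and 1356. It ran from 0 (without Lkb1-deficient replicate 2) to 10 (without Lkb1-deficient replicate 3), and was 2 without Lkb1-deficient replicate 1. With the block it was 91 with quantile normalization, 134 with median centring, 164 with the dim filter and 368 with a trended and robust spread. It was 0 with the block without any 1 pair, where 1 residual degree of freedom is left and 3182, 3683 and 3694 passed at an unadjusted p under 0.05. The count of 149 became 715 with quantile normalization, 629 with median centring, 85 with the methods' t-test and 489 with both of the first and last. It ran from 109 (without Lkb1-deficient replicate 2) to 344 (without Lkb1-deficient replicate 3), and was 230, 325 and 277 without WT replicates 1 and 3 and Lkb1-deficient replicate 1. With the block it was 1234 with quantile normalization, 1218 with median centring, 1045 with the dim filter, 1234 with a trended and robust spread, and 1557, 1523 and 1547 without pairs 1, 2 and 3. The cause was not tested.

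*Tnfsf4* had a log2 difference of 2.60 and did not pass limma without the block. It passed with the block at 2.60, as it did with quantile normalization (2.60), median centring (2.64), the dim filter (2.60) and a trended and robust spread (2.60) added. It also passed without Lkb1-deficient replicate 3, at 3.08, and over leave-one-out its difference ran from 1.93 to 3.08. With 16 added to the linear value the difference was 1.75, the lowest of all alternatives, and that of *Flrt3* went from 3.87 to 2.30. Its adjusted p ran from 0.00806 to 1 over 22 alternatives.

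Of 31 lists, 19 passed camera, 16 with the block and 0 with an estimated correlation, with or without the block. For cell-cell adhesion, the adjusted p with an estimated correlation was 0.773, and 0.355 with the block as well, and it was under 0.05 in the other 21 alternatives. With the block its estimated correlation was −0.0081, under the preset 0.01, so correlation among its genes does not account for the 0.355. The inflammatory response list (0.00928) did not pass with the block (0.112), quantile normalization (0.431), median centring (0.256), the dim filter (0.0772) or an estimated correlation (0.773). With the block it had 0.289 with quantile normalization, 0.151 with median centring, 0.373 with the dim filter, 0.131 with a trended and robust spread, 0.531 with an estimated correlation, and 0.059, 0.387 and 0.127 without pairs 1, 2 and 3. Its range was 1.3e-05 to 0.609 over leave-one-out, with 0.19, 0.411 and 0.609 without WT replicates 1 and 2 and Lkb1-deficient replicate 3. The acute list (0.117) ran from 3.7e-07 without WT replicate 3 to 0.957, and was 0.00203 and 0.0113 without Lkb1-deficient replicates 1 and 2. The effector list (0.357) passed as higher without WT replicate 3 (4.7e-19) and Lkb1-deficient replicates 1 and 2 (3.1e-07 and 0.00434). It passed as lower without WT replicates 1 and 2 (4.2e-04 and 0.0365) and Lkb1-deficient replicate 3 (4.8e-09). Leaving out 1 array keeps its same-numbered partner, which unbalances the levels of the pairs. The median log2 difference of all probe sets was −0.02 with all arrays. It was −0.35, −0.23 and −0.15 without WT replicate 3 and Lkb1-deficient replicates 1 and 2. It was 0.19, 0.10 and 0.31 without WT replicates 1 and 2 and Lkb1-deficient replicate 3. The effector list passed as higher where this median fell and as lower where it rose. Camera sets a list against other genes, so an equal shift of all probe sets would not by itself reverse it. Whether the list rests on single arrays was not settled, and the cause was not tested.

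Other lists changed direction when 1 array was left out, which also shifts the level of all probe sets. They are given as camera's adjusted p with its range over leave-one-out. These were B cells (0.00185 without WT replicate 3, 0.00471 without Lkb1-deficient replicate 2; 6.7e-24 to 0.00471), CREB/CRTC targets (0.00957 without Lkb1-deficient replicate 3; up to 0.375) and NK cells (0.759 without WT replicate 3; from 1.2e-13). T cells had 0.0392 without WT replicate 2 and 0.0176 without Lkb1-deficient replicate 3 (2.8e-09 to 0.257), and erythroid cells 0.247 and 0.0574 without the same arrays (1.0e-10 to 0.658). Macrophages and monocytes had 0.0196 without WT replicate 3 and 0.0889 without Lkb1-deficient replicate 1 (1.6e-08 to 0.0889). Neutrophils had 1.5e-04, 2.5e-23 and 3.3e-44 without WT replicates 1 and 2 and Lkb1-deficient replicate 3 (from 1.5e-61), and sex-linked genes 0.0382 without Lkb1-deficient replicate 2 (1.0e-04 to 0.759). After LPS, the neutrophil list went from percentile 100 to 0 with the other control, the mean of the LPS control and the WT arrays. The cause was not tested.

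The LPS count at 1.5-fold of 2552 became 6704 with that control. If the lone LPS and control arrays vary like the others and, for the block, form a pair like the others, neither of which can be checked, limma called 7 without and 967 with the block at an adjusted p under 0.05. The adhesion list lay at percentile 50 by its median, which equal values fix at 0, and at 0.14 by its mean. The count of probe sets whose effects of LPS and of *Lkb1* deletion differed, 1, was 0 with quantile normalization and with median centring (limma; 703 and 418 at an unadjusted p under 0.05), 24 with the other control and, on the same assumptions, 330 with the block. It ran from 1 to 6 over leave-one-out, with 2 without WT replicate 1 or 3 or Lkb1-deficient replicate 1, and 6 without Lkb1-deficient replicate 3. Opposite changes past 2-fold, 4, ran from 4 to 11, with 8 without WT replicate 3 and 11 without Lkb1-deficient replicate 2 or 3. The correlation of 0.354 was 0.401 with the dim filter and ran from 0.245 to 0.307 over leave-one-out, without WT replicates 1 and 3. The cause was not tested.

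Signal over background limits what dim probe sets can show. The background level is not given in the sources used here, so the dim filter at a log2 value of 3.59 stands in for a limit of detection.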

Differences from the paper's values

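No setting reported here was chosen because it came closer to the paper. The combination of quantile normalization with the methods' t-test and the combinations with the block were chosen only after the result was seen.

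The paper's text gives more than 500 transcripts at 1.5-fold and P under 0.05 in Lkb1-deficient DCs and states no adjustment. Limma here called 149 at 1.5-fold and an unadjusted p under 0.05. Its common standard error made the p a stricter cut on size than 1.5-fold, as 1387 probe sets were past 1.5-fold. The 149 is therefore set against the paper's counts at an unlike threshold. Supplementary Data 1 holds the paper's 506 probe sets, against the same 149. Of these, the paper's count of higher ones is 414, against 124 here. Among alternatives set before the data were examined, the values for these 3 counts came within 1.5 times the paper's with quantile normalization (715, 469 of them higher), with median centring (629, 469 higher) and without Lkb1-deficient replicate 3 (344, 308 higher). They did not with the block (1222, 633 higher), the dim filter (117, 100 higher), all 8 arrays (154, 128 higher), a trended and robust spread (137, 114 higher), the methods' t-test (85, 68 higher), or without WT replicates 1, 2 or 3 (230, 157 and 325) or Lkb1-deficient replicates 1 or 2 (277 and 109). For the paper's count of 92 lower probe sets, 25 here, none of these alternatives came within 1.5 times, with quantile normalization at 246, median centring at 160, Lkb1-deficient replicate 3 left out at 36, the block at 589 and the methods' t-test at 17. Quantile normalization with the methods' t-test, chosen after seeing the values, gave 489 probe sets, 357 higher and 132 lower, all within 1.5 times, and it drops 155 of the paper's 506. The block with the dim filter, also chosen after seeing the values, had 564 higher ones, within 1.5 times of the 414. All 506 probe sets had the paper's direction here, with a median gap of 0.04 between the log2 values of the paper's folds and those computed here.

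The paper lists *Ox40l*, *Cd40*, *Fas* and *Pdcd1* as upregulated in Lkb1-deficient DCs. Here all 4 were higher, with log2 differences of 2.60, 0.92, 1.25 and 1.02, but none passed an adjusted p under 0.05 in limma without the block. *Tnfsf4* passed with the block (adjusted p = 0.0334) and without Lkb1-deficient replicate 3 (0.0116). *Cd40*, *Fas* and *Pdcd1* had 0.0806, 0.0591 and 0.0747 with the block, and their lowest adjusted p over 22 alternatives was 0.0123, 0.0115 and 0.0348, each with the block and a trended and robust spread. All 3 also passed with the block and the dim filter (0.0455, 0.0335 and 0.0425), and *Fas* with the block and median centring (0.0353), and all of these combinations were chosen after seeing the values. The paper states no adjustment for its rule of 1.5-fold and P under 0.05. By limma without the block *Tnfsf4* and *Fas* met that rule here and *Cd40* and *Pdcd1* did not, and with the block all 4 did. Without the block limma's p follows the size of the difference alone. The methods' t-test takes each gene's own spread, and its unadjusted p is not given here for these genes. So this does not show that *Cd40* or *Pdcd1* fails the paper's rule. The paper also used real-time PCR and flow cytometry. It reports a moderate rise of OX40L and CD40 protein and little effect on Fas and PD1 protein, which arrays of RNA do not measure.

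The paper's GSEA found no enrichment of inflammatory gene sets in Lkb1-deficient DCs. Of 3 lists of that theme here, 2 did not pass camera (acute inflammatory response and inflammatory effector molecules, adjusted p = 0.117 and 0.357) and the inflammatory response list did (0.00928). By fgsea, a preranked form of GSEA, the inflammatory response list was enriched among higher genes as well (normalized score 1.84, adjusted p = 3.2e-04), and the other lists were not (0.107 and 0.127). The inflammatory response list did not pass camera with the block (0.112) or with an estimated correlation (0.773), and the gene sets of the paper are not the lists used here.

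The paper states that Lkb1 suppressed semaphorins and CCL22. Here *Sema7a* and *Ccl22* passed with the block (adjusted p = 0.0344 and 0.0305) and not without it, and *Sema4d*, at a log2 difference of −0.41, did not pass (0.342 with the block). Of 20 semaphorins, 4 rose and none fell with the block when adjusted over the list alone.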

Other observations

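Setting the mean of a list beside its median after LPS was chosen only after the result was seen, and the rest was planned.

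The markers of DC identity and of the pathways the paper measures by other means had small values in Lkb1-deficient DCs. *Itgax*, the gene of CD11c, had a log2 difference of 0.06, and one of −2.73 after LPS. *Cd86* had 0.15 after *Lkb1* deletion. *Rela*, *Ikbkb* and *Nfkbia*, genes of NF-κB signalling, had 0.07, 0.50 and 0.03, and 0.28, 0.61 and 0.50 after LPS. *Prkaa1* and *Prkaa2*, the catalytic subunits of AMPK, had 0.12 and 0.10, and *Sirt1* had −0.04. None of these passed limma with the block in Lkb1-deficient DCs, and neither did *Tnf* (−0.87, adjusted p = 0.194), a pro-inflammatory cytokine. Over 22 alternatives, *Itgax* ran from −0.58 to 0.61, *Ikbkb* from 0.14 to 0.89 and *Nfkbia* from −0.58 to 0.62. Fits without 1 array, which shift the level of all probe sets, are among these alternatives.

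Oxidative phosphorylation had a median log2 difference of 0.14 after *Lkb1* deletion, with 27 of 30 genes above 0 (camera, adjusted p = 0.0187, and adjusted p = 0.773 with an estimated correlation), and 0.00 after LPS. Glycolysis and hypoxia-induced genes had 0.07 (0.00928, and 0.773 with an estimated correlation) and 0.00, and cholesterol synthesis had 0.18 (0.0196, and 0.773 with an estimated correlation) and −0.45 after LPS, at percentile 0, but at 11.5 against the mean of the control and the WT arrays. The Lkb1 complex with AMPK-related kinases had 0.01 and 0.00 (camera after deletion, adjusted p = 0.592), and CREB/CRTC targets had −0.01 (0.951) and 0.06, at percentile 99.4, but at 19.4 against that other control and 56.4 by the mean of the list. MHC antigen presentation had 0.03 (0.943) and 0.02 after LPS, at percentile 97.6, but at 93.1 with quantile normalization, 96.9 with the mean of a gene's probe sets and 15.1 by the mean of the list, which was −0.26.

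Among cell type markers, CD8+ cDC had −0.03 after *Lkb1* deletion (camera, adjusted p = 0.999), CD11b+ ESAM-low cDC2 had 0.04 (0.621) and plasmacytoid DC had 0.07 (0.32). *Cox6a2* from the plasmacytoid DC list rose by 1.69 with the block (limma, adjusted p = 0.0334). Plasma cells had −0.13 (0.357), T cells 0.09 (0.0574) and neutrophils 0.12 (0.525). Of 23 alternatives, the plasmacytoid DC list passed in 2 (lowest camera adjusted p = 6.2e-04) and the plasma cell list in 3 (0.00621). Macrophages and monocytes had −0.19 (0.0324, and 0.773 with an estimated correlation), and erythroid cells 0.10 (0.0324, and 0.773 with an estimated correlation), which did not pass with the block (0.0787). Sex-linked genes had −0.13 (0.391). Leaving out 1 array changed the direction of the T cell, neutrophil, macrophage, erythroid and sex-linked lists, with adjusted p of 0.0176 (T cells), 3.3e-44 (neutrophils) and 0.0574 (erythroid cells) without Lkb1-deficient replicate 3, 0.0392 (T cells), 2.5e-23 (neutrophils) and 0.247 (erythroid cells) without WT replicate 2, 1.5e-04 (neutrophils) without WT replicate 1, 0.0196 (macrophages) without WT replicate 3, 0.0889 (macrophages) without Lkb1-deficient replicate 1 and 0.0382 (sex-linked genes) without Lkb1-deficient replicate 2. CREB/CRTC targets passed without Lkb1-deficient replicate 3 (0.00957).

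After LPS, plasmacytoid DC markers had a median of −0.23, ESAM-high cDC2 −0.59, ESAM-low cDC2 −0.30 and macrophages and monocytes −0.28, at percentiles 0.29, 0.14, 0.7 and 0.75 of the random lists. Against the mean of the control and the WT arrays, ESAM-low cDC2 lay at percentile 7.01 and macrophages and monocytes at 71.8, no longer low, whereas T cells lay at 0.32 and sex-linked genes at 99.4. By the mean of the list, macrophages and monocytes lay at 3.82 and NK cells at 98.4. Plasma cells, T cells, NK cells, erythroid cells and plexins and neuropilins had 0.00, sex-linked genes 0.02, and CCR4 and CCR7 ligands 0.87 at percentile 97.7 (1.65 against that other control). Equal values on both arrays take part in the medians of 0.00, which therefore do not show that a list was unchanged. Neutrophil markers had 0.20 at percentile 100, which became percentile 0 against that other control. The lowest transcripts after LPS were *Cd209a*, *Slc40a1* and *Ccr3*, a lectin, an iron exporter and a chemokine receptor, at log2 differences of −5.87, −5.24 and −5.17. *Acod1*, *Mt2*, *Vdr* and *Il2ra* were among the highest, at 4.44, 4.17, 4.02 and 3.91, and *Vdr*, the vitamin D receptor, also rose by 1.32 in Lkb1-deficient DCs with the block (limma, adjusted p = 0.0334).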
